# Multi-Omics Analysis of Anlotinib in Pancreatic Cancer and Development of an Anlotinib-Related Prognostic Signature

**DOI:** 10.3389/fcell.2021.649265

**Published:** 2021-03-04

**Authors:** Xi Zhang, Yang Liu, Zhen Zhang, Juan Tan, Junjun Zhang, Hao Ou, Jie Li, Zewen Song

**Keywords:** anlotinib, pancreatic cancer, transcriptomics, proteomics, phosphoproteomics, ingenuity pathway analysis

## Abstract

Aberrant regulation of angiogenesis involves in the growth and metastasis of tumors, but angiogenesis inhibitors fail to improve overall survival of pancreatic cancer patients in previous phase III clinical trials. A comprehensive knowledge of the mechanism of angiogenesis inhibitors against pancreatic cancer is helpful for clinical purpose and for the selection of patients who might benefit from the inhibitors. In this work, multi-omics analyses (transcriptomics, proteomics, and phosphoproteomics profiling) were carried out to delineate the mechanism of anlotinib, a novel angiogenesis inhibitor, against pancreatic cancer cells. The results showed that anlotinib exerted noteworthy cytotoxicity on pancreatic cancer cells. Multi-omics analyses revealed that anlotinib had a profound inhibitory effect on ribosome, and regulated cell cycle, RNA metabolism and lysosome. Based on the multi-omics results and available data deposited in public databases, an anlotinib-related gene signature was further constructed to identify a subgroup of pancreatic cancer patients who had a dismal prognosis and might be responsive to anlotinib.

## Introduction

Aberrant regulation of angiogenesis facilitates the growth and metastasis of tumors (Folkman, 2007). Dozens of anti-angiogenic agents, through mechanisms by neutralizing vascular endothelial growth factors (VEGFs), targeting VEGF receptors (VEGFRs), or inhibiting multiple pro-angiogenic pathways, are effective in several types of cancer; and some of these agents have been approved for use in oncology (Ferrara et al., 2004; Han B. et al., 2018; Kudo et al., 2018; Qin et al., 2019). However, evidence from clinical trials suggested that not all types of cancer respond well to this strategy, although angiogenesis is regarded as a shared mechanism in the progress of tumors (Kindler et al., 2010; Ohtsu et al., 2011; Cheng et al., 2013). For instance, all phase III clinical trials, to our knowledge, fail to show that angiogenesis inhibitors, either alone or combining with chemotherapy, significantly improve overall survival (OS) of pancreatic cancer patients, leading to a universal agreement that targeting VEGF signaling is an ineffective strategy in this disease (Korc, 2003; Kindler et al., 2010, 2011; Rougier et al., 2013; Yamaue et al., 2015). Some explanations have been proposed, including induced tumor hypoxia triggering VEGF production and vascular permeability, negative effects on the delivery of anti-tumor drugs, and tumor vascularization via alternative mechanisms (Annese et al., 2019).

Cancer patients have distinct sensitivity to anti-cancer treatments. This sensitivity, supported by numerous studies, can be modulated by aberrant expression of some genes. For instance, overexpression of some ATP-binding cassette (ABC) transporters in tumors, such as ABCB1, is frequently associated with insensitivity to anti-cancer drugs by decreasing cellular accumulation of the drugs (Huang and Sadee, 2006). Inhibition of DNA damage inducible transcript 4 (DDIT4) in bladder urothelial carcinoma renders the cancer cells more sensitive to paclitaxel by inhibiting autophagy (Zeng et al., 2018). In recent years, researchers are trying to identify subgroups of tumor patients, based on their molecular profile, that have distinct treatment response and different prognosis (Jackson and Chester, 2015; Abubakar and Gan, 2016; Jia et al., 2016; Zhou Z. et al., 2019). Although phase III clinical trials do not prove that angiogenesis inhibitors can improve the OS of pancreatic cancer patients; some of them, with specific molecular profile, might obtain survival benefit from these agents. After all, *in vitro* experiments, animal studies and some phase I/II clinical studies indicate that anti-angiogenic therapy is effective in pancreatic cancer (Korc, 2003; Kindler et al., 2010, 2011; Rougier et al., 2013; Yamaue et al., 2015; Zhang et al., 2018).

Anlotinib is a novel multi-tyrosine kinase inhibitor (TKI) and its anti-angiogenic activity seems stronger than that of other anti-angiogenesis drugs (Lin et al., 2018; Shen et al., 2018; Xie et al., 2018). ALTER 0303 study showed that anlotinib as third line treatment substantially prolongs the OS of advanced non-small cell lung cancer (NSCLC) patients than those received placebo treatment (9.6 months vs. 6.3 months, *p* = 0.002) (Han B. et al., 2018). Other clinical evidence suggested that the inhibitor is also effective in treating soft-tissue sarcoma (STS) and medullary thyroid carcinoma (MTC) (Chi et al., 2018; Sun et al., 2018). Recently, the agent has been approved as a third-line treatment for NSCLC and SCLC, and as a first-line or second-line treatment for some subtypes of STS in China.

In this study, we intended to get a comprehensive knowledge of anlotinib against pancreatic cancer by conducting multi-omics (transcriptomics, proteomics and phosphoproteomics) analyses. The results showed that anlotinib was cytotoxic to pancreatic cancer cells. The inhibitor had a remarkable inhibitory effect on ribosome, and regulated cell cycle, RNA metabolism and lysosome. Based on the multi-omics profiling and available data deposited in public databases like the Cancer Genome Atlas (TCGA), we further constructed an anlotinib-related gene signature, which identified a subgroup of pancreatic cancer patients who had a dismal prognosis and might be responsive to the drug.

## Materials and Methods

### Reagent

Anlotinib was kindly provided by the CTTQ Pharma (Lianyungang, China). The compound was dissolved in dimethylsulfoxide (DMSO) to 10 mM as stock solution and stored at −20°C, as reported in a previous study (Lin et al., 2018). The stock solution was then diluted with medium before each experiment.

### Cell Culture

AsPC-1 cells were obtained from the cell bank of Chinese Academy of Sciences Cell Bank (Shanghai, China) while PANC-1 cells were from American Type Culture Collection (ATCC, United States). Both cell lines were confirmed to be free of mycoplasma before experiments. Cells were cultured in RPMI-1640 medium (Invitrogen, United States) supplemented with 10% fetal bovine serum (FBS, ExCell), and were incubated under humidified atmospheric conditions with 5% CO_2_ at 37°C.

### CCK-8 Assay

Cell Counting Kit-8 (CCK-8) assay was used to evaluate cell proliferation. Briefly, PANC-1 and AsPC-1 cells were seeded at a density of 4000 cells per well in 96-well plates and incubated for 1, 2, 3, 4, or 5 days respectively. Ten μl CCK-8 (Dojindo Molecular Technologies, Japan) was added to each well, incubated for 4 h, and mixed gently on an orbital shaker for 2 min before absorbance value (OD) of each well was measured at 450 nm. Experiments were carried out in triplicate.

### Cell Cycle and Apoptosis Assay

Cells were seeded on 6 cm-diameter plates with RPMI-1640 containing 10% FBS. After treatment, cells were labeled by using a cell-cycle detection Kit (Sigma, United States) and annexin V-FITC/PI staining kit (eBioscience, United States), according to manufacturer’s instructions. The DNA content of labeled cells was analyzed with FACS cytometry (Millipore, United States). Experiments were performed in triplicate.

### Cell Invasion Assay

1 × 10^5^ transfected cells were seeded in 500 μl RPMI-1640 medium on the matrigel in the upper chamber of the Corning^®^ BioCoat^TM^ Matrigel^®^ Invasion Chambers (8 mm pore size; Corning, United States), 750 μl RPMI-1640 medium containing 30% FBS was added in the bottom chamber. The cells were incubated for 24 h at 37°C with 5% CO_2_ and then were fixed in 4% paraformaldehyde and stained with Giemsa Stain solution (Sigma, United States). The cells on the bottom of the membrane were visualized under a microscope and quantified by counting the number of cells in three randomly chosen fields at 100-fold magnification. Experiments were performed in triplicate.

### Wound Healing Assay

Pancreatic cancer cells were seeded in 96 well plates at a density of 5 × 10^4^ per well and cultured overnight. When the cells reached to the 90% confluency, wounds were created with a 96 Wounding Replicator (VP Scientific, United States). The cells were washed gently with culture medium and further cultured with medium containing 1% FBS. Images were acquired at three different time points, namely 0, 8, and 24 h with a Celigo Image Cytometer (Nexcelom Bioscience, United States) at 100x magnification. The wound healing rate was also quantified by the Celigo Image Cytometer. Experiments were performed in triplicate.

### RNA Extraction and qRT-PCR

Total RNA was isolated using Trizol (Pufei Biotech Co., Ltd, Shanghai, China) and then quantified with the Nanodrop 1000 (Thermo Fisher Scientific, United States). An M-MLV reverse transcription reagent kit (Promega, United States) was used to perform reverse transcription according to the protocol. Quantitative PCR analysis was performed with LightCycler 480 II (Roche, Germany) using SYBR Master Mixture (TAKARA, Japan). The primers used were constructed by Genechem Technologies (Shanghai, China) and were included in Supplementary Table 1. Expression data of all genes were normalized against the internal control gene GAPDH.

### Transcriptome Profiling

Panc-1 cells were treated with anlotinib or DMSO as control before RNA extraction. Three samples from each group were used for experiments. RNA quality and integrity was measured by Thermo Nanodrop 2000 (Thermo Fisher Scientific, United States) and Agilent 2100 Bioanalyzer (Agilent, United States). Poly-A RNA control addition, cDNA systhesis, labeling of cRNA, cRNA purification, fragmentation, and hybridization were performed by Genechem Technologies (Shanghai, China), using GeneChip^TM^ 3′ IVT PLUS reagent kit, and GeneChip^TM^ hybridization, wash, and stain Kit (Thermo Fisher Scientific, United States). Data were extracted by using GeneChip^TM^ Scanner 3000 (Thermo Fisher Scientific, United States). R (version 3.6.2), and the following packages: bioconductor, limma, affy, lattice, pcaGoPromoter, graphics, and gplots, were used for background adjustment, normalization, quality control, and statistical analysis of differentially expressed genes (DEGs). Probe sets were filtered if their signal intensity were in the lowest 20% arrange or their intra-class coefficient of variation (CV) was greater than 25%.

Differential gene expression levels between the two groups were estimated with moderated *t*-test via the limma package in R software. Benjamini–Hochberg algorithm (false discovery rate, FDR) was applied for the correction of *p*-values. DEGs were defined with the following screening criteria: absolute fold-change ≥ 2 and FDR < 0.05. DEGs (gene identifiers) and their corresponding expression values were uploaded into the ingenuity pathway analysis (IPA) software (Qiagen, Germany). Each gene identifier was plotted to its similar gene entity in the Ingenuity Pathways Knowledge Base (IPKB). The “core analysis” function of the software was applied for the interpretation of the differentially expressed data, which included canonical pathways, upstream regulators, diseases and biofunction, and regulator effect networks.

The transcriptomics data had been deposited in the GEO database with the accession number GSE163574.

### Proteomics and Phosphoproteomics Data Acquisition

Pancreatic cancer cells treated with anlotinib or DMSO (three biological replicates for each condition) for 48 h were added with SDT buffer (4% SDS, 100 mM DTT, 150 mM Tris-HCl pH 8.0). For each sample, the lysate was sonicated and then boiled for 15 min. The supernatant of each sample was separated after centrifugation at 14000 *g* for 40 min, and was quantified with the BCA Protein Assay Kit (P0012, Beyotime). Two hundred μg proteins for each sample were performed protein digestion according to the filter-aided sample preparation (FASP) procedure described by Wisniewski et al. (2009). Briefly, proteins of each sample were added into 30 μl SDT buffer. The mixture was put it in a boiled water bath for 5 min. UA buffer (8 M Urea, 150 mM Tris-HCl pH 8.5) was added to remove the detergent, DTT and other low-molecular-weight components by repeated ultrafiltration (Sartorius, 30 kD). Reduced cysteine residues were blocked by adding 100 μl iodoacetamide (100 mM IAA in UA buffer) and the samples were incubated without light for 30 min. Hundred μl UA buffer and then 100 μl 0.1M TEAB buffer were used to wash the filters. At last, 40 μL trypsin buffer (4 μg trypsin in 40 μl 0.1M TEAB buffer) was used to digest protein suspensions for 18 h at 37°C. The generated peptides were collected as a filtrate. Hundred μg peptide mixture of each sample was then labeled using Tandem Mass Tags^TM^ (TMT) reagent according to the manufacturer’s instructions (Thermo Fisher Scientific, United States).

For Proteomic analysis, TMT labeled peptides were fractionated by RP chromatography using the Agilent 1260 infinity II HPLC. Buffer A (10 mM HCOONH4, 5% ACN, pH 10.0) and B (10 mM HCOONH4, 85% ACN, pH 10.0) were used for fractionation. The peptide mixture was diluted with buffer A and loaded onto a XBridge Peptide BEH C18 Column, 130 Å, 5 μm, 4.6 mm × 100 mm column (Waters, United States). The peptides were eluted at a flow rate of 1 ml/min with a gradient of 0% buffer B for 25 min, 0–7% buffer B during 25 – 30 min, 7 – 40% buffer B during 30 – 65 min, 40 – 100% buffer B during 65 – 70 min, 100% buffer B during 70 – 85 min. The elution was monitored at 214 nm based on the UV light trace, and fractions were collected every 1 min. Approximate 40 fractions were collected and dried down via vacuum centrifugation at 45°C. The fractions were then dissolved with 0.1% FA and combined into 10 fractions.

For phosphoproteomic analysis, the labeled peptides were combined and desalted using C18 Cartridge. The peptides mixture was subjected to HiSelect TiO2 phosphopeptide enrichment kit (Thermo Fisher Scientific, United States). The TiO2 flow-through (FT) and wash fractions were pooled, and the phosphopeptides were enriched by HiSelect Fe-NTA phosphopeptide enrichment kit (Thermo Fisher Scientific, United States). The TiO2 eluent and Fe-NTA eluent were dried down via vacuum centrifugation at 45°C and then dissolved in 0.1% Formic acid buffer.

LC-MS/MS analysis was conducted on a Q Exactive HF-X mass spectrometer (Thermo Fisher Scientific, United States) that was coupled to Easy nLC (Thermo Fisher Scientific, United States). Each eluent was injected for nanoLC-MS/MS analysis twice. The peptide mixture was loaded onto the C18-reversed phase analytical column (Thermo Fisher Scientific, United States) in buffer A (0.1% Formic acid) and separated with a linear gradient of buffer B (80% acetonitrile and 0.1% Formic acid) at a flow rate of 300 nl/min.

The mass spectrometer was operated in positive ion mode. MS data was acquired using a data-dependent top 10 method dynamically choosing the most abundant precursor ions from the survey scan (350–1800 m/z) for HCD fragmentation. Survey scans were acquired at a resolution of 60000 at m/z 200 with an AGC target of 3e6 and a maxIT of 50 ms. MS2 scans were acquired at a resolution of 15000 for HCD spectra at m/z 200 with an AGC target of 2e5 and a maxIT of 120 ms, and isolation width was 2 m/z. Only ions with a charge state between 2 and 6 and a minimum intensity of 2e3 were selected for fragmentation. Dynamic exclusion for selected ions was 30 s. Normalized collision energy was 30 eV.

MS/MS raw files were processed using MASCOT engine (Matrix Science, London, United Kingdom; version 2.6) embedded into Proteome Discoverer 2.2 (Thermo Fisher Scientific, United States), a software used for quantification of proteins. The Uniprot Human database was searched and downloaded on February 26th, 2020, including 71,090 sequences. The search parameters included trypsin as the enzyme used to generate peptides with a maximum of two missed cleavages permitted. A precursor mass tolerance of 10 ppm was specified and 0.05 Da tolerance for MS2 fragments. Except for TMT labels, carbamidomethyl (C) was set as a fixed modification. Variable modifications were Oxidation (M), Acetyl (Protein N-term), Phospho (ST), and Phospho (Y). A peptide and protein false discovery rate of 1% was enforced using a reverse database search strategy (Elias and Gygi, 2007). Proteins or phosphopeptides with Fold change > 1.2 and *p*-value (Student’s *t*-test) < 0.05 were considered to be differentially expressed proteins or phophopeptides.

The proteomics and phosphoproteomics data had been submitted to the ProteomeXchange database with the accession numbers PXD023344 and PXD023345.

### Bioinformatics Analysis

Acquisition and processing of pancreatic cancer related public data sets from the Cancer Genome Atlas (TCGA_PAAD), the International Cancer Genome Consortium (ICGC_AU) and the Gene Expression Omnibus (GEO, GSE62452) were conducted as reported in our previous study (Zhang et al., 2020). The series matrix file of the GSE62452 data set was downloaded via the GEOquery package in the R software. After data filtering, 176 tumor samples with survival data in TCGA_PAAD, 80 tumor samples with survival data in ICGC_AU, and 65 samples in GSE62452 were used for further analysis.

Gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis and gene set enrichment analysis (GSEA) were conducted as reported in our previous studies (Yu et al., 2012; Qu et al., 2020; Zhang et al., 2020).

For the construction of the anlotinib-related signature, genes of interest were underwent the least absolute shrinkage and selection operator (LASSO) Cox regression analysis via the glmnet package in R. The LASSO Cox analysis generated five crucial genes, which were further underwent multivariate Cox regression analysis to generate the corresponding coefficient. A new score was calculated by multiplying the normalized gene expression of each gene and its corresponding coefficient, and the formula was score = 0.15289 ^∗^ TOP2A + 0.07895 ^∗^ CRABP2 + 0.01827 ^∗^ CDK1 + 0.31132 ^∗^ NUSAP1 + 0.24815 ^∗^ PERP. To facilitate the interpretation of results across different data sets, the risk score was calculated with the formula reported in our previous study, namely, risk score = (score-Min)/absolute(Max) (Qu et al., 2020).

### Statistical Analysis

For *in vitro* experiments, data were presented as the mean ± SD. Student’s *t*-test was used to determine statistical significance between two groups. Data were graphically displayed using GraphPad Prism v.8.0.1 for Windows (GraphPad Software, Inc., La Jolla, CA, United States).

Patients were divided into two subgroups based on the optimal cut-off value of the risk score via the surv_cutpoint function of the survminer package (R software, version 3.6). Univariate and multivariate Cox regression, survival analyses and time-dependent receiver operator characteristic (ROC) analyses were conducted as reported in our previous study (Qu et al., 2020). Significance of difference was indicated as ^∗^*P* < 0.05; ^∗∗^*P* < 0.01; ^∗∗∗^*P* < 0.001; ^****^P < 0.0001.

## Results

### Anlotinib Was Cytotoxic to Pancreatic Cancer Cells

To investigate the impact of anlotinib on pancreatic cancer cells, we first calculated its IC50 values in two cancer cell lines, namely AsPC-1 and PANC-1. Cells were treated with anlotinib at increasing concentration for 48 h. A dose-dependent growth inhibition of anlotinib, from 0 to 25 μM, was observed on both pancreatic cancer cell lines, and the IC50 values were calculated to be 5.535 and 4.642 μM for PANC-1 and AsPC-1 cells, respectively (Supplementary Figures 1A,B). When these cells was treated with the drug at the corresponding IC50 concentration, both pancreatic cell lines showed a dramatically decline in cell proliferation on day 5 (Figures 1A,B, *p* < 0.001). A more than threefold increase in the ratio of apoptotic cells occurred in pancreatic cancer cells treated with anlotinib for 48 h (Figures 1C,D, *p* < 0.0001). The wound healing assay showed that cancer cells treated with the drug had a significantly decline in the migration capability (Figures 1E,F, *p* < 0.001). In addition, the number of pancreatic cancer cells treated with anlotinib was approximately 20% of that of the control in invading through the matrigel (Figures 1G,H, *p* < 0.001). Taken together, these data indicated that anlotinib exerted considerable cytotoxicity on pancreatic cancer cells.

**FIGURE 1:**
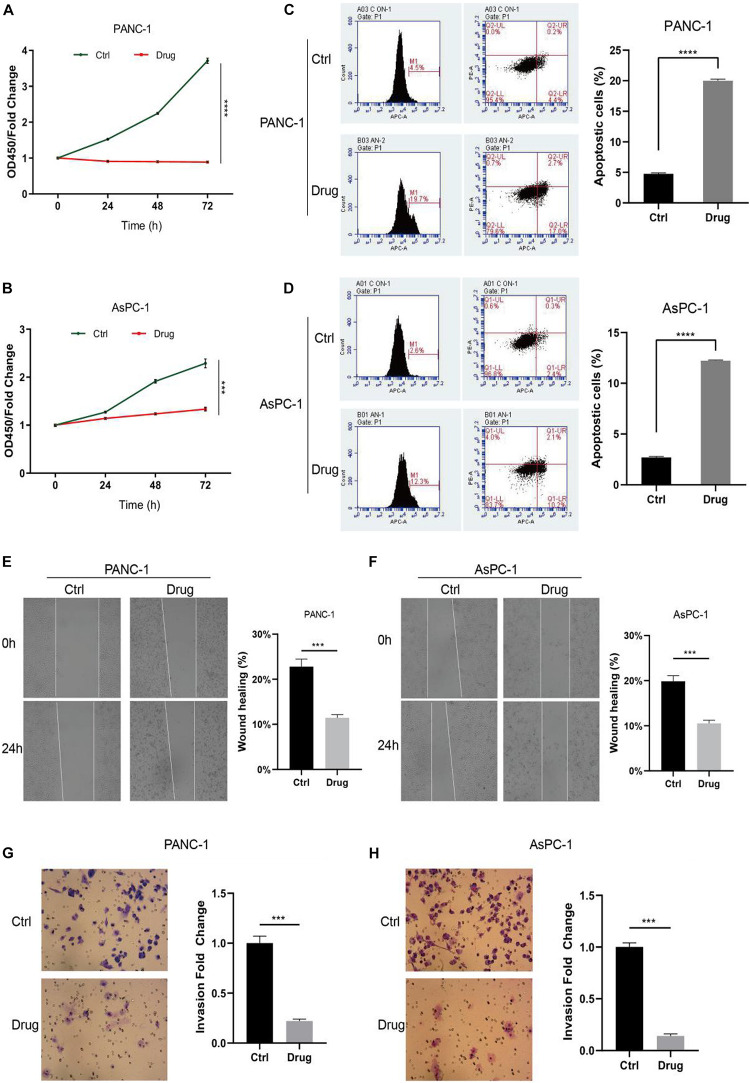
Anlotinib was cytotoxic to pancreatic cancer cells. **(A,B)** CCK-8 assay of PANC-1 **(A)** or AsPC-1 **(B)** cells treated with anlotinib or DMSO. **(C,D)** Apoptosis assay of PANC-1 **(C)** or AsPC-1 **(D)** cells treated with anlotinib or DMSO. **(E,F)** Wound healing assay of PANC-1 **(E)** or AsPC-1 **(F)** cells treated with anlotinib or DMSO. **(G,H)** Invasion assay of PANC-1 **(G)** or AsPC-1 **(H)** cells treated with anlotinib or DMSO. Data were shown in mean ± SD and *p* < 0.05 was statistically significant. ***p < 0.001; ****p < 0.0001.

### Transcriptomics Analysis

To shed light on the underlying mechanism of anlotinib in suppressing pancreatic cancer cells, we first conducted transcriptomics analysis. 

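PANC-1 is an established human pancreatic cancer cell line, and anlotinib is an inhibitor of several receptor tyrosine kinases. RNA from 3 samples treated with anlotinib and 3 samples treated with DMSO, its solvent, was hybridized to Affymetrix PrimeView arrays, which read each gene with 1 or more probe sets placed mostly near the 3′ end of the mRNA. The sample labels give a dose of 5.535 μM and a time of 48 h, and the dose equals the IC50 that the paper reports for PANC-1. The authors adjusted the background, normalized the arrays and summarised each probe set with RMA, so that each value is an absolute log2 signal that was not centred on any sample. Values ran from 3.72 to 15.16, and the medians of the 6 arrays lay between 7.70 and 7.76. Signals carry no counts, so it is the number of arrays that limits the precision. The table of the authors holds 39219 probe sets and is already filtered on low signal, so the paper's filter on the lowest 20% was not applied a second time. From it, 73 control probe sets and 83 probe sets whose coefficient of variation (CV) of the signal exceeded 25% within DMSO or within anlotinib were left out, and 39063 were tested with limma. Of these, 35858 are annotated to 1 gene, 1429 to several genes and 1776 to none, and those with 1 gene cover 15253 genes. A probe set was called up-regulated or down-regulated at a fold change of at least 2 and an FDR under 0.05, the criteria of the paper. A gene is described by its brightest probe set, the one with the highest mean signal over the 6 arrays, unless another is named, and all log2 fold changes are anlotinib minus DMSO. The paper's text does not say whether the 3 samples of a group were separate cultures. The deviations of samples that carry the same number in both groups correlated across probe sets, which are not independent replicates, with r of 0.167, 0.00625 and −0.145, and a fit with the replicate number as a block called the same 924 genes as the fit without it.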

PANC-1 cells were treated with anlotinib or DMSO as control for 48 h and extracted their total RNA for transcriptome profiling. The generated raw data was first normalized and underwent quality control (QC) evaluation (Supplementary Figures 1C–E), which suggested that the six samples were of sufficiently high quality for further analysis. 

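GAPDH, an enzyme of glycolysis, and ACTB, the cytoskeletal β-actin, are read by control probe sets at both ends of the mRNA, so that a loss of the 5′ end in degraded RNA would show as a larger 3′ signal. The 3′ minus 5′ difference of GAPDH was −0.339 ± 0.029 (SD, n = 3) in DMSO and −0.352 ± 0.028 (SD, n = 3) with anlotinib (exact two-sided permutation test, p = 0.6). That of ACTB was −0.140 ± 0.029 (SD, n = 3) in DMSO and −0.088 ± 0.023 (SD, n = 3) with anlotinib (exact two-sided permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). These controls had signals of 13.85 to 14.47, near the highest value on the arrays, where differences may be compressed, which was not measured. Markers of cells that a PANC-1 culture should lack stayed mostly below the criteria for a call. These criteria compare the groups only, so they cannot show whether such cells were present equally in both. Among 12 leukocyte markers 1 rose, CD68, a lysosomal glycoprotein of macrophages, with a log2 fold change of 1.96 (SE 0.06). Among 11 markers of fibroblasts and stellate cells 1 fell, SPARC, a collagen-binding matrix protein, and both counts were the same when adjusted over the list alone. Without the 2-fold limit 7 of these 11 were lower and 1 higher at an FDR under 0.05, with a median log2 fold change of −0.22, and with fry, a test of whether a list moves on balance one way, they were lower (adjusted p = 2.75e-04, in a range of 2.75e-04 to 0.498 over the alternatives). Of all 39063 tested probe sets 22095 passed that FDR, and fry called 23 of 26 gene lists, so neither result is particular to these markers. Of 12 endothelial and 5 acinar and endocrine markers, 0 were called with limma. At an unadjusted p under the threshold 2 endothelial markers were higher and 4 lower, and 1 acinar marker was lower. The endothelial ESAM, a junction protein, had a log2 fold change of 0.99 and EGFL7, a secreted vascular protein, −0.70. Without one of 3 arrays (anlotinib 2, anlotinib 3 or DMSO 1) ESAM passed the 2-fold limit, at 1.00, 1.01 and 1.02. CELA2A, a pancreatic elastase of acinar cells, had −0.18. As lists, the leukocyte, fibroblast, endothelial and acinar markers gave adjusted p = 0.976, 0.119, 0.751 and 0.762 with camera, a test of whether the genes of a list shift against all others; the leukocyte list had a median log2 fold change of −0.06 and a mean of 0.06. Across all probe sets, the mean Pearson r was 0.998 within either group and 0.978 between the groups, and the first principal component took 62.8% of the variance with all DMSO arrays on one side and all anlotinib arrays on the other, against 11.8% for the second. The median of each array relative to the probe set medians lay between −0.0072 and 0.0095.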

After data filtering, 39,219 probe sets were included in the differential expression analysis. 

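MMP1, a secreted collagenase of the interstitial matrix, is the gene of Supplementary Table 2 that the filter on the CV removed. Its only probe set had a log2 signal of 4.17 ± 0.37 (SD, n = 3) in DMSO, where the CV was 25.7%, and 8.54 ± 0.07 (SD, n = 3) with anlotinib. Fitted without that filter it had a log2 fold change of 4.37 (adjusted p = 2.81e-06 from limma), which is a lower bound, since the DMSO signal lies below the lowest mean signal of any tested probe set, 4.41. The limit of 25% was exceeded by 48 probe sets in DMSO and by 35 with anlotinib on the linear scale, and by 0 on the log2 scale, where no test is involved. Among the tested probe sets the median residual SD was 0.0731 on the log2 scale.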

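Genes of the histone clusters, which encode the core proteins of nucleosomes, made up 6 of the 10 largest increases. Histone mRNAs mostly lack the poly(A) tail from which the labeling starts. Degraded RNA and carry-over of RNA without such a tail therefore stay open as explanations, as weighed in the additional observations. H2BC8 rose by a log2 fold change of 4.32 (SE 0.10, adjusted p = 5.96e-07), H2AC8 by 4.22 (SE 0.06), H2BC11 by 3.58 (SE 0.08), H4C5 by 3.44 (SE 0.11), H2BC21 by 3.38 (SE 0.04) and H2BC4 by 3.22 (SE 0.09), with n = 3 arrays per group and p from limma. LY96, the co-receptor of TLR4, rose by 3.68 (SE 0.06), SPNS2, an exporter of sphingosine 1-phosphate, by 3.49 (SE 0.06), PLIN2, a coat protein of lipid droplets, by 3.07 (SE 0.06), and HMOX1, which breaks down heme, by 3.04 (SE 0.05). Among the largest decreases were those of ART5, an ADP-ribosyltransferase, at −2.88 (SE 0.15), ST6GALNAC2, a sialyltransferase, at −2.84 (SE 0.06), SPARC at −2.73 (SE 0.06) and NEURL1B, an E3 ubiquitin ligase of Notch ligands, at −2.54 (SE 0.14). CRABP2, which carries retinoic acid, followed at −2.48 (SE 0.06), then FAAP100 of the Fanconi anemia core complex at −2.42, SCNN1A, a subunit of the epithelial sodium channel, at −2.33, UCP2, a mitochondrial carrier, at −2.32, PCDH18, a protocadherin, at −2.30, and LXN, a carboxypeptidase inhibitor, at −2.08. In all, 530 genes had at least 1 probe set called up-regulated and 394 at least 1 called down-regulated, 924 in either direction and 0 in both. By the brightest probe set alone, 321 genes were up-regulated and 291 down-regulated, 4.01% of the genes tested, and the other 312 genes were called only at a dimmer probe set. Every anlotinib array lay beyond every DMSO array in 62.1% of all genes (9479), where chance gives 10%. With anlotinib the signals of NEURL1B, PCDH18 and ART5 were 4.47, 4.84 and 5.05 and that of ST6GALNAC2 was 5.29, and in DMSO those of LY96 and H4C5 were 4.69 and 5.14, close to the bottom of the table, so that these fold changes are lower bounds and their ranks are not settled. Other probe sets of the same genes gave 0.10 for SPNS2, 0.43 for H2BC21, −0.54 for SCNN1A, −0.77 for UCP2 and −0.54 and −0.67 for PCDH18, none of them called. That of H2BC21 read 5.10 in DMSO and 5.53 with anlotinib, and those of PCDH18 read 5.14 and 5.05 with anlotinib. These signals are close to the bottom of the table, so they say little about these 2 genes.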

Overall, 992 genes were significantly deferentially expressed after data processing, with the following screening criteria: fold change ≥ 2 and FDR < 0.05 (Figure 2A). 

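Of the 30 genes of Supplementary Table 2, 28 had a tested probe set annotated to 1 gene. Among 14 of its up-regulated genes 9 rose and 0 fell at the brightest probe set. These include SPHK1, which makes sphingosine 1-phosphate, with a log2 fold change of 1.46 (SE 0.09), HBEGF, a ligand of EGFR, with 1.41 (SE 0.06), CD82, a tetraspanin, with 1.30 (SE 0.07), ICAM1, a cell adhesion receptor, with 1.26 (SE 0.04), and CAPN2, a calpain protease, with 1.05 (SE 0.04). ETS1, a transcription factor, had 0.80, CXCL2, a chemokine, 0.99, and EGFR, a receptor tyrosine kinase, 0.94, under the 2-fold limit. Dimmer probe sets called up-regulated gave 1.60 and 2.47 for ETS1, at signals of 9.79 and 9.42 with anlotinib. Others called gave 1.05 for CXCL2 and 1.03 for EGFR. FOS, a subunit of AP-1, had 0.12 at its brightest probe set and 1.45 at another, at signals of 4.42 in DMSO and 5.88 with anlotinib. A further probe set of FOS, also called, gave 1.04, from 5.13 to 6.17. TGFBR1, a receptor of TGF-β, had −0.01 at the brightest, which is marked as possibly cross-hybridizing. Another gave 1.07, with signals of 4.77 and 5.84. At such low signals 1.45, 1.04 and 1.07 are lower bounds. Among 14 of the down-regulated genes 12 fell and 0 rose, from −1.85 (SE 0.06) for VWA1, a matrix protein, and −1.77 (SE 0.04) for CAPN11, another calpain, to −1.13 (SE 0.04) for H4C3, a core histone. WWC3, a regulator of Hippo signaling, had −0.91 and RDM1, a protein with an RNA recognition motif, −0.67, and neither was called. Dimmer probe sets called down-regulated gave −1.18 to −1.63 for RDM1 and −1.48 for WWC3. At any probe set, all 14 of the former and all 14 of the latter were called. The counts at the brightest probe set were 9 and 12 when adjusted over the list alone, and since the study took these genes from the same samples they are not independent evidence. Without one anlotinib array, another probe set of WWC3 was the brightest and gave −1.47 or −1.48; CXCL2 passed the limit without anlotinib 2 (1.04) and without DMSO 2 (1.00). A dimmer probe set of CAPN2 gave 0.97.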

RT-PCR analysis of 30 randomly selected genes (15 up-regulated and 15 down-regulated respectively) showed that the regulation of these genes were consistent with the transcriptome profiling analysis (Supplementary Figures 1F,G and Supplementary Table 2). Then we were interested to see which signaling pathways were affected by anlotinib. These DEGs and their corresponding expression values were uploaded into the IPA software (Qiagen) for canonical pathways analysis. As shown in Figure 2B, 24 cancer-related canonical pathways were significantly affected [–log (*p*-value) > 1.301]. 

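Genes of the NRF2 response, which protects cells from oxidants, were examined as 27 measured members, of which 4 rose and 0 fell. Besides HMOX1 these were OSGIN1, a growth inhibitor induced by oxidative stress, with a log2 fold change of 1.63 (SE 0.09), SRXN1, which restores peroxiredoxins, with 1.49 (SE 0.04), and GCLC, the catalytic subunit that limits glutathione synthesis, with 1.247 (SE 0.07). In cholesterol biosynthesis 2 of 17 genes rose, HMGCS1, which makes HMG-CoA, with 1.64 (SE 0.06), and MSMO1, a sterol demethylase, with 1.31 (SE 0.05), and 0 fell. Among 19 regulators and targets of SREBP, the transcription factor of sterol synthesis, INSIG1, which holds it in the endoplasmic reticulum, rose by 1.59 (SE 0.09) and SREBF1, which encodes SREBP-1, was down-regulated (−2.03, SE 0.04). Of 43 genes of epithelial-mesenchymal transition and TGF-β signaling, 4 rose and 3 fell. ID2, an inhibitor of basic helix-loop-helix factors, rose by 2.40 (SE 0.07), as did PLAUR, the urokinase receptor, by 1.20, and the transcription factors SNAI2 and SNAI1 by 1.19 and 1.08, while CDH1, which encodes E-cadherin, had −2.00 (SE 0.06), SMAD6, an inhibitor of BMP signaling, −1.71 (SE 0.07) and MMP2, a gelatinase, −1.22 (SE 0.04); SNAI1 was chosen after its values were seen. The signal of CDH1 with anlotinib, 4.72, and that of SNAI2 in DMSO, 4.35, lie at the bottom of the table, so that these fold changes are lower bounds. Among 26 transcripts that follow ERK activity 2 rose, DUSP5, a phosphatase of ERK, by 2.69 (SE 0.05), and EGR1, an early response transcription factor, by 1.72 (SE 0.05), and 0 fell. Other probe sets gave 0.11 and 0.45 for EGR1, −0.55 for SMAD6, 0.60 for MSMO1, and 0.97 and 0.54 for PLAUR, none of them called. All these counts were the same when adjusted over the list alone, and HMOX1, PLAUR and SNAI2, which the study also picked from these samples, are not independent evidence. By a one-sided Fisher's exact test against all 15253 genes, called genes were over-represented in the list for epithelial-mesenchymal transition and TGF-β (adjusted p = 0.0096, but 0.101 with the lowest 40% of signals left out and 0.0672 with the lowest 20% left out again, a setting chosen after seeing the data, in a range of 2.45e-06 to 0.101 over the alternatives) and not in those for NRF2 (0.080), cholesterol biosynthesis (0.348), SREBP (0.381) or ERK (0.521). With the limit of 1.5-fold the lists for cholesterol biosynthesis and SREBP were over-represented (adjusted p = 0.0315 and 0.0483, in ranges of 0.0315 to 0.465 and 0.0483 to 0.466 over the alternatives), as was that for NRF2 (0.0462). With camera, the cholesterol list was shifted up (median log2 fold change 0.40, adjusted p = 1.94e-04, adjusted p = 0.226 with an estimated correlation), as was the ERK list (median 0.17, adjusted p = 0.0132, adjusted p = 0.528 with an estimated correlation). The lists for NRF2, SREBP and epithelial-mesenchymal transition were not (adjusted p = 0.119, 0.566 and 0.523). GCLC had 0.64, 0.63 and 0.66 without anlotinib 1, 2 and 3, where another of its probe sets was the brightest, and the NRF2 list had adjusted p = 0.0248 in the Fisher test without DMSO 2, in a range of 0.0248 to 0.304 over the arrays left out.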

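Genes of the unfolded protein response encode chaperones and folding enzymes of the endoplasmic reticulum and the sensors that induce them. Of 26 measured members 1 was called, DNAJB9, a co-chaperone of the endoplasmic reticulum, which rose by a log2 fold change of 1.43 (SE 0.04, adjusted p = 1.31e-06 from limma), and 0 fell. Without the 2-fold limit, 13 members were higher and 9 lower at an FDR under 0.05, and the list had a median of 0.12. Among all 39063 tested probe sets 22095 passed that FDR. In the integrated stress response, the program downstream of phosphorylated eIF2α, 1 of 34 genes was called, DDIT4, an inhibitor of mTORC1, which was down-regulated (−1.94, SE 0.05), and 0 rose, with 4 higher and 17 lower without the 2-fold limit. Both counts were the same when adjusted over the list alone. Called genes were not over-represented in either list (adjusted p = 0.852 and 0.931, one-sided Fisher's exact test), and camera found no shift against the other genes (adjusted p = 0.323, and 0.0847 for the integrated stress response, median −0.10, or 0.0334 with eBayes run with trend). With fry, which asks whether the genes of a list move on balance one way without comparing them with other genes, the unfolded protein response was higher (adjusted p = 0.0034, in a range of 0.0034 to 0.729 over the alternatives of the shift) and the integrated stress response lower (adjusted p = 8.97e-05, in a range of 8.97e-05 to 0.663). Fry called 23 of the 26 lists tested, so these calls are not particular to either response.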

Unfolded protein response was the most significantly affected pathways (Figure 2C), suggesting a possible ER stress caused by the drug. In addition, several affected pathways were associated with DNA damage and cell cycle regulation, like *Cell cycle: G2/M DNA damage checkpoint regulation*, *cell cycle control of chromosomal replication*, and *role of BRCA1 in DNA damage response* (Figure 2B). 

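Transcripts of the G2/M phase and mitosis were lower with anlotinib. Of 70 measured genes, 22 fell and 0 rose, among them KIF2C, a microtubule depolymerase of the centromere, with a log2 fold change of −1.88 (SE 0.04), NEK2, a centrosomal kinase, with −1.78 (SE 0.07), and AURKB, the kinase of the chromosomal passenger complex, with −1.76 (SE 0.04). Of 60 genes of DNA replication 1 was called at the brightest probe set, PRIM1, the catalytic subunit of primase, which fell (−1.18, SE 0.06), and 0 rose. Of 50 genes of homologous recombination and the BRCA pathway 2 fell and 0 rose, the RecQ helicase BLM (−1.07, SE 0.04) and PRKDC, the catalytic subunit of DNA-PK. BRCA1 itself had −0.61 (SE 0.10) at its brightest probe set and 0.19, 0.06 and 0.01 at the others, none of them called. The counts were the same when adjusted over the list alone, and 19 of the 22 mitotic genes are also named in the study's own lists from these samples, so they are not independent evidence. The other 3, chosen after their values were seen, were CDCA3, a trigger of mitotic entry, with −1.65, SPC25 of the kinetochore with −1.08, and CENPA, the centromeric histone, with −1.05. Called genes were over-represented in the mitotic list (adjusted p = 2.38e-13, one-sided Fisher's exact test) and not in those for replication (adjusted p = 1, but 0.0265 with the limit of 1.5-fold, in a range of 0.0265 to 1 over the alternatives) and homologous recombination (adjusted p = 0.823). With camera all 3 lists were shifted down, with a median of −0.66 for mitosis (adjusted p = 7.52e-13, adjusted p = 0.221 with an estimated correlation), −0.22 for replication (adjusted p = 0.0135, adjusted p = 0.450 with an estimated correlation) and −0.14 for homologous recombination (adjusted p = 0.0132, adjusted p = 0.371 with an estimated correlation). Without the 2-fold limit, 57 mitotic, 35 replication and 25 homologous recombination genes were lower and 5, 11 and 6 higher at an FDR under 0.05. Of all 39063 tested probe sets 22095 passed that FDR, so the number passing in a list says little by itself. A dim probe set of NEK2 gave −0.47.

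**Figure D1:**
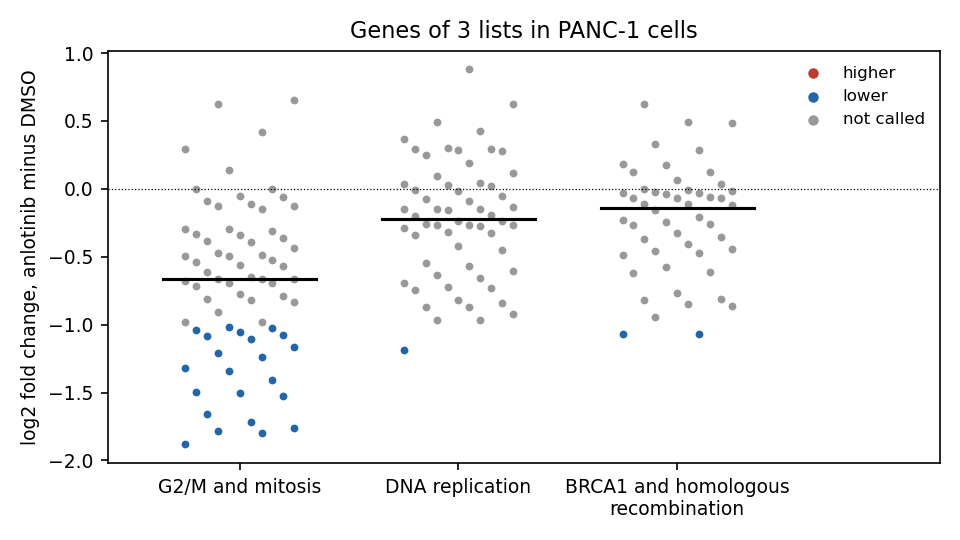
Log2 fold change (anlotinib minus DMSO, 3 arrays each) of each measured gene of the lists for G2/M and mitosis (70 genes), DNA replication (60) and homologous recombination with the BRCA pathway (50), at the brightest probe set. Points are genes coloured by their call and the line of each list is its median, at −0.66, −0.22 and −0.14.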

ATM serine/threonine kinase (ATM) (Li et al., 2016), stratifin (SFN) (Fomenkov et al., 2004), and growth arrest and DNA damage 45 alpha (GADD45A) (Wingert et al., 2016), which would be activated and arrest cell cycle in response to DNA damage, were up-regulated in pancreatic cancer cells after anlotinib treatment (Figure 2C and Supplementary Figure 1H). 

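GADD45A, which inhibits CDK1 with cyclin B1, lies on chromosome 1 of the GRCh38 assembly from 67685201 to 67688334. It rose by a log2 fold change of 1.21 (SE 0.04, adjusted p = 1.25e-06 from limma), from a signal of 12.01 in DMSO to 13.22 with anlotinib (n = 3 arrays per group). SFN, the 14-3-3 protein that keeps CDK1 in the cytoplasm, lies on chromosome 1 from 26863149 to 26864456 and rose by 1.07 (SE 0.06, adjusted p = 8.04e-06), from 9.79 to 10.86. ATM, the kinase that senses double-strand breaks, lies on chromosome 11 from 108223067 to 108369102 and is read by 5 probe sets. The brightest of them, marked as possibly cross-hybridizing, had a log2 fold change of −0.01 (SE 0.06, adjusted p = 0.927), at 8.75 in DMSO and 8.74 with anlotinib. Another rose by 1.27 (SE 0.06, adjusted p = 4.36e-06), from 6.89 to 8.16, and was the only one called. A further one of nearly the same signal as the brightest had −0.64 (SE 0.05, adjusted p = 2.48e-05), at 8.94 and 8.30, and the remaining ones had −0.09 and 0.39. Of the 9 checkpoint genes the paper names, 2 were up-regulated and 6 down-regulated at the brightest probe set, and 3 and 6 at any. The former counts were the same when adjusted over the list alone and are not independent evidence, since the study chose the genes on these samples. The paper also measured these 9 genes by RT-PCR, which was not examined here.

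**Figure D2:**
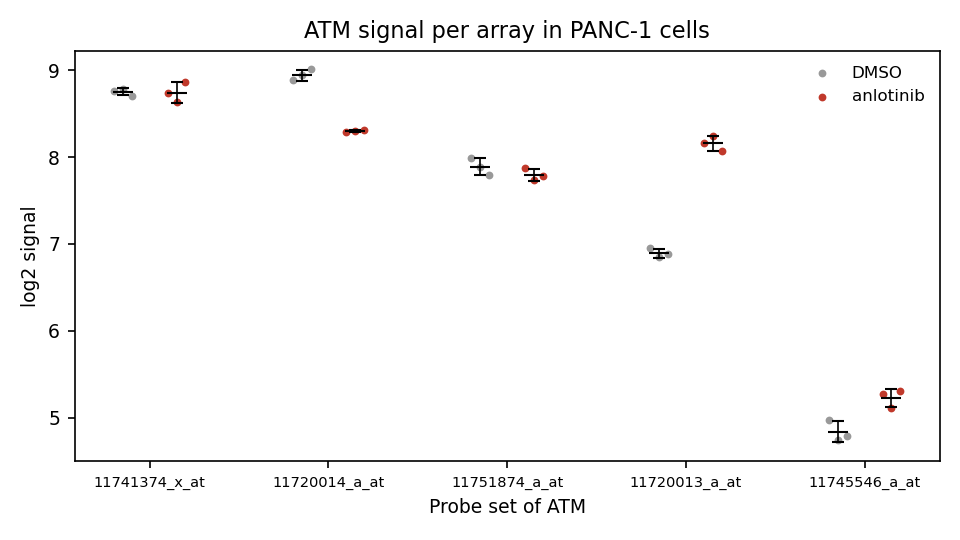
Log2 signal of the 5 probe sets of ATM on each of the 3 DMSO and 3 anlotinib arrays; points are arrays and the bars are the mean and SD of each group. One probe set is higher with anlotinib by 1.27 and another lower by −0.64, while the brightest over the 6 arrays differs by −0.01.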

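Genes that drive the cell through G2 and mitosis had lower signals with anlotinib at n = 3 arrays per group. CDC25C, the phosphatase that activates CDK1 at mitotic entry, fell (log2 fold change −1.79, SE 0.04, adjusted p = 5.80e-07 from limma), from 10.23 in DMSO to 8.44. TOP2A, the topoisomerase that untangles replicated chromosomes, had −1.72 (SE 0.04), from 12.20 to 10.48. CDK1, the mitotic cyclin-dependent kinase, had −1.52 (SE 0.04, adjusted p = 1.13e-06), from 11.42 to 9.89. Closer to the 2-fold limit were PRKDC at −1.07 (SE 0.07, adjusted p = 1.38e-05), PLK1, a kinase of mitotic entry and spindle assembly, at −1.04 (SE 0.07, adjusted p = 1.98e-05), and CKS1B, a subunit that binds cyclin-dependent kinases, at −1.03 (SE 0.05, adjusted p = 4.70e-06). In each of the 6 genes every anlotinib array lay below every DMSO array. Without anlotinib 2, PLK1 had −0.96 and CKS1B −0.999 and neither was called, and by the median of their probe sets PRKDC had −0.94 and CKS1B −0.98. A dim probe set of CDK1 gave −0.77.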

On the contrary, cell division cycle 25C (CDC25C), CDC28 protein kinase regulatory subunit 1B (CKS1B), protein kinase, DNA-activated, catalytic subunit (PRKDC), polo like kinase 1 (PLK1), cyclin dependent kinase 1 (CDK1), and DNA topoisomerase II alpha (TOP2A), playing essential roles in the progression of cell cycle (van den Heuvel, 2005; Zhan et al., 2007; Gurley et al., 2017; Lee and Berger, 2019), were significantly down-regulated by anlotinib (Figure 2C and Supplementary Figure 1H). Western blot of phosphorylated H2AX (γH2AX), a reflection of DNA double-strand breaks (DSBs), showed a considerably up-regulation of the protein in pancreatic cancer cells treated with anlotinib (Supplementary Figure 2A). Besides, cell cycle assay revealed that the ratio of pancreatic cancer cells in G2/M phase was dramatically elevated, and that of cells in G1 phase was significantly declined, after anlotinib treatment (*p* < 0.0001, Figures 2D–G).

**FIGURE 2:**
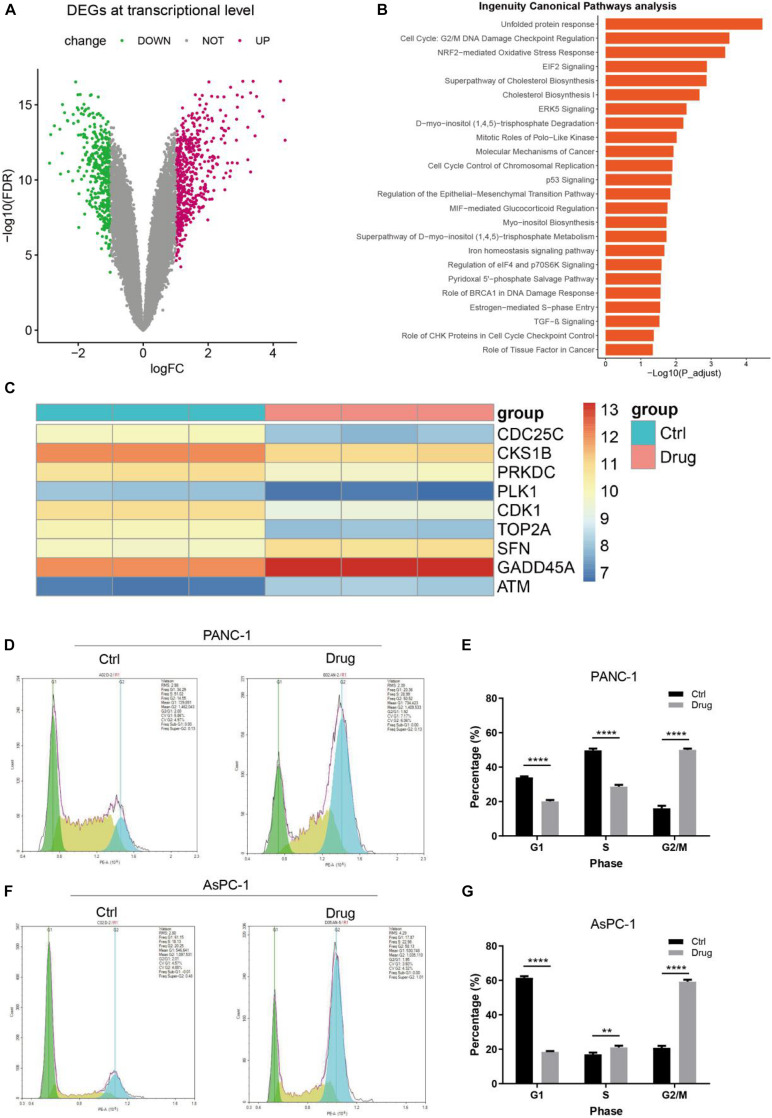
Transcription profiling and canonical pathway analysis. **(A)** The volcano plot of differentially expressed genes (DEGs) of PANC-1 cells treated with anlotinib. **(B)** Canonical pathways analysis of the DEGs via the IPA software. **(C)** The heatmap of the DEGs related to *cell cycle: G2/M DNA damage checkpoint regulation*. **(D,E)** Cell cycle assay of PANC-1 cells treated with anlotinib or DMSO. **(F,G)** Cell cycle assay of AsPC-1 cells treated with anlotinib or DMSO. Data were shown in mean ± SD and *p* < 0.05 was statistically significant. **p < 0.01; ****p < 0.0001.

### Proteomics Analysis

To investigate whether the impact of anlotinib on transcriptional regulation is translated at the protein level, we further conducted proteomics analysis. A total of 67,028 unique peptides and 7,380 corresponding proteins were identified. 1,046 of them were identified as differentially expressed proteins with the following cutoff value: fold change > 1.2 and *p*-value < 0.05 (Figure 3A). Interestingly, among the 725 up-regulated proteins by anlotinib, only 87 proteins were also up-regulated at the transcriptional level, 16 proteins was even down-regulated at the mRNA level, while 621 proteins exhibited no change at the transcriptional level, suggesting most of the differentially up-regulated proteins were not affected by anlotinib at the mRNA level (Figure 3B). A similar phenomenon was also observed for the 321 down-regulated proteins (Figure 3B). This integration of transcriptomics and proteomics data inferred that a post-transcriptional regulatory mechanism was activated by anlotinib. Thus, enrichment analysis was carried out. GO analysis of these differentially expressed proteins suggested that most of them were components of ribosome and participated in rRNA binding, ribosome biogenesis, acting as structural constituent of ribosome et al. (Figure 3C). Consistently, ribosome was the most significantly enriched term as indicated by KEGG analysis (red frame, Figure 3D). In addition, we noticed that lysosome was the second significantly enriched term (blue frame, Figure 3D), and most of the lysosome-related proteins, like LAPM1 and LAMP2, were significantly up-regulated by anlotinib (15/20, Figure 3E), suggesting an increased formation of lysosome after the drug treatment. 

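The mRNAs of cytosolic ribosomal proteins, the structural parts of the ribosome, were read by 177 probe sets of 70 genes, with a median log2 signal of 13.7. At the brightest probe set 1 of the 70 genes was called, RPL27A, and 0 fell. RPL27A rose by a log2 fold change of 2.18 (SE 0.07, adjusted p = 1.67e-06 from limma) from a signal of 5.61 in DMSO, in the lowest 20%, to 7.79 with anlotinib, so that this is a lower bound. No other probe set is annotated to RPL27A alone. This one lies far below the median signal of the list, so whether it reads the main mRNA of the gene is unclear. Probe sets annotated to RPL27A together with SNORA3A, a small nucleolar RNA, rose by 1.54 and 1.77. The list had a median of 0.02 and was neither over-represented (adjusted p = 1, one-sided Fisher's exact test) nor shifted (adjusted p = 0.573 with camera), with 14 genes higher and 15 lower at an unadjusted p under the threshold whatever the fold. At any probe set, 6 genes were up-regulated and 1 down-regulated. RPS16 of the small subunit had 0.04 at the brightest probe set and 1.18 at another, whose signal was 10.64 in DMSO and 11.82 with anlotinib. RPL32 and RPL37 of the large subunit had −0.09 and 0.09 at the brightest and 1.27 and 1.06 at others, and RPS29 had 0.06 and −1.03. Of the 118 probe sets with a mean signal above 12, 0 were called with limma, and their log2 fold changes lay between −0.47 and 0.30, while the highest mean signal of a called probe set was 11.2. Signals this close to the highest value on the arrays may compress a change, and by how much was not measured. These values therefore do not show that the mRNAs were stable. For RPS16, RPL27A, RPL32, RPL37 and RPS29, which the study picked from these samples, the counts at the brightest probe set were 1 and 0, also when adjusted over the list alone, and 4 and 1 at any probe set, and they are not independent evidence.

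**Figure D3:**
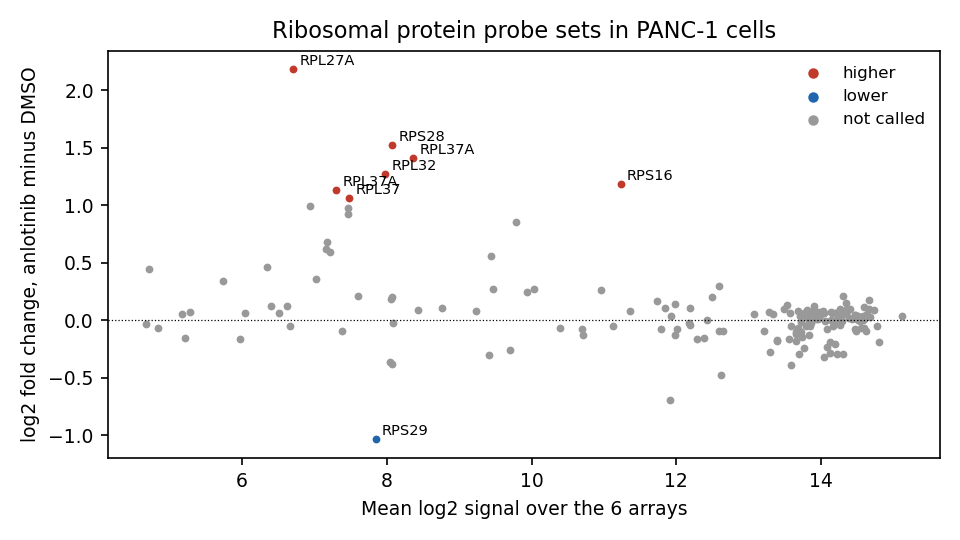
Log2 fold change (anlotinib minus DMSO) against mean log2 signal over the 6 arrays for the 177 probe sets of 70 cytosolic ribosomal protein genes; each point is a probe set and the called ones are named. The 7 probe sets called up-regulated and the 1 called down-regulated lie at a mean signal of 11.2 or lower.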

Meanwhile, all the 44 ribosome-related proteins were significantly down-regulated by anlotinib, probably through proteolysis since only 5 of these ribosome-related proteins showed a change at the mRNA level (Figure 3F and Supplementary Figure 2B).

**FIGURE 3:**
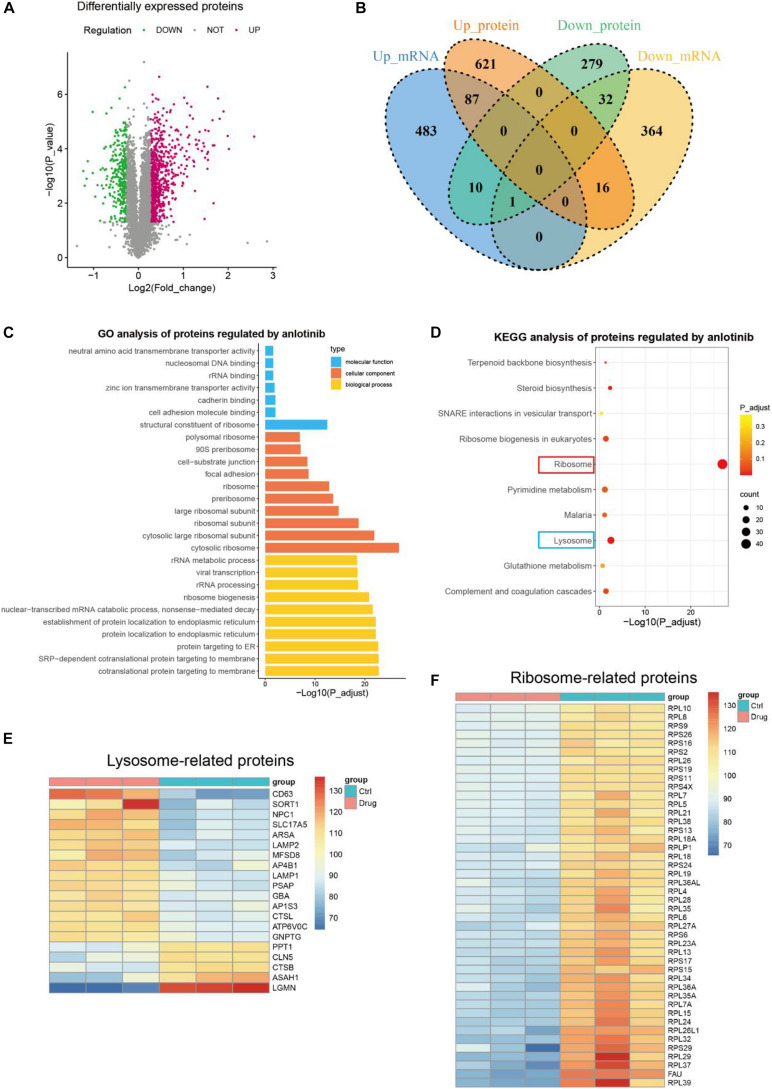
Proteomics profiling. **(A)** The volcano plot of differentially expressed proteins of PANC-1 cells treated with anlotinib. **(B)** The venn plot of DEGs and differentially expressed proteins of PANC-1 cells treated with anlotinib. **(C,D)** GO **(C)** and KEGG **(D)** analysis of differentially expressed proteins of PANC-1 cells treated with anlotinib. **(E)** The heatmap of differentially expressed proteins related to *lysosome*. **(F)** The heatmap of differentially expressed proteins related to *ribosome*.

### Integrated Proteomics and Phosphoproteomics Analysis

As a TKI targeting several growth factor receptors and c-kit, anlotinib exerts impact on the phosphorylation of downstream mediators like Akt (He et al., 2018; Xie et al., 2018; Zhou A. P. et al., 2019). In addition, phosphorylation and de-phosphorylation is a major post-translation modification that regulates multiple cellular functions like cell growth and apoptosis (Singh et al., 2017). To better understand the role of anlotinib in suppressing pancreatic cancer cells, we also conducted phosphoproteomics analysis, which identified 4 323 differentially phosphorylated peptides (Figure 4A), reflecting an altered change at the phosphorylation level of 2,030 proteins. Among them, 277 proteins contained both up-regulated and down-regulated phosphorylated peptides, suggesting the regulation of phosphorylation occurred at multiple sites of these proteins. Consequently, a total of 1,753 proteins were regulated at the phosphorylation level by anlotinib. Most of these proteins located in the nucleus (60.4%), and 20.2% of them in cytosol (Figure 4B). Besides, a majority of these differentially phosphorylated proteins (1576/1753) showed no difference at the protein level after anlotinib treatment, and vice versa, most of the differentially expressed proteins (869/1046) were not phosphorylated or de-phosphorylated by the drug (Figure 4C). KEGG analysis of the 177 differentially expressed and phosphorylated proteins revealed that these proteins enriched in ribosome (Figures 4C,D). In addition, KEGG analysis of all the 1753 differentially phosphorylated proteins indicated that they were significantly enriched in RNA transport, spliceosome, cell cycle, regulation of actin cytoskeleton, mTOR signaling et al. (Figure 4E). The InterPro database^1^, an integrated documentation resource for protein families, domains, and functional sites (Mitchell et al., 2019), revealed that these proteins had a significant enrichment in RNA-binding domain superfamily, RNA recognition motif domain, and nucleotide-binding alpha-beta plait domain superfamily (Figure 4F).

**FIGURE 4:**
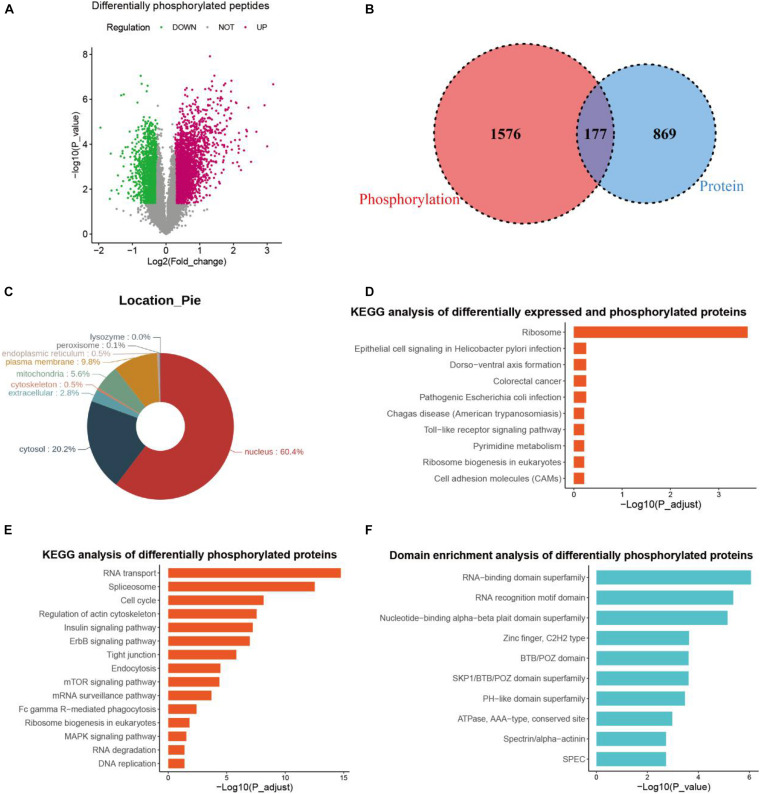
Phosphoproteomics profiling. **(A)** The volcano plot of differentially phosphorylated peptides of PANC-1 cells treated with anlotinib. **(B)** The venn plot of differentially expressed proteins and differentially phosphorylated proteins of PANC-1 cells treated with anlotinib. **(C)** Cellular location analysis of differentially phosphorylated proteins of PANC-1 cells treated with anlotinib. **(D)** KEGG analysis of differentially expressed and phosphorylated proteins of PANC-1 cells treated with anlotinib. **(E)** KEGG analysis of all differentially phosphorylated proteins of PANC-1 cells treated with anlotinib. **(F)** Domain enrichment analysis of all differentially phosphorylated proteins of PANC-1 cells treated with anlotinib.

### Anlotinib-Related Signature

Next, we intended to identify pancreatic cancer patients who would respond to anlotinib, based on the transcriptomics result in this work and available data deposited in public databases like TCGA. To do this, we first screened genes that were down-regulated by anlotinib at the transcriptional level and were risk factors in pancreatic cancer identified by univariate Cox analysis. 

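Of 28 genes that the study picked as down-regulated by anlotinib and as risk factors, 23 fell at the brightest probe set in the PANC-1 arrays and 0 rose, also when adjusted over the list alone, and all 28 had at least 1 probe set called down-regulated; the genes were chosen on these samples and are not independent evidence, and the patients' data were not analysed here. Among them were FAM83D, a spindle protein, with a log2 fold change of −1.50 (SE 0.04), KIF11, the kinesin that separates the spindle poles, with −1.49 (SE 0.05), PRC1, which bundles the microtubules of the midzone, with −1.34 (SE 0.04), UBE2C, the ubiquitin-conjugating enzyme of the anaphase-promoting complex, with −1.32 (SE 0.04), and NUSAP1, a spindle protein, with −1.21 (SE 0.05). LMNB1, which encodes lamin B1, had −1.41 (SE 0.06), and PRDM1 and SOX4, both transcription factors, −1.32 (SE 0.09) and −1.02 (SE 0.04). Without anlotinib 1, 2 and 3, another probe set of PRDM1 was the brightest and gave −2.39, −2.56 and −2.53, which are lower bounds in size, as its signal with anlotinib was 5.56. Other probe sets of SOX4 gave −0.58 to −0.97 and a dim one of PRC1 gave 0.02, and none of these was called. PERP, a protein of desmosomes, had −0.40 (SE 0.04, adjusted p = 9.98e-05 from limma) at its brightest probe set, with a signal of 13.21 in DMSO and 12.81 with anlotinib, and the same value at a further one, while a dim one, with a signal of 7.70 in DMSO, fell by 1.31. ASF1B, a histone chaperone, with −0.97, PCLAF, which binds PCNA, with −0.92, MCM6 of the replicative helicase with −0.65 and ARF6, a small GTPase of membrane traffic, with −0.16 were also not called at the brightest. ASF1B passed the limit without DMSO 3 (−1.03), and MELK and NRM, at −1.02 in all 6 arrays, did not pass it without anlotinib 2 (−0.97) and without DMSO 1 (−0.996), respectively.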

113 and 34 anlotinib-regulated genes were identified to be risk factors in the TCGA_PAAD and GSE62452 datasets, respectively (Figure 5A and Supplementary Table 3). The shared 28 risk factors in these two datasets were input into a LASSO Cox regression model, which outputted five crucial genes: TOP2A, CRABP2, CDK1, NUSAP1, and PERP (Figures 5B,C). These five genes were significantly up-regulated in pancreatic cancer when compared with corresponding normal tissues (Supplementary Figures 2C–H). Further, the risk score was calculated based on the aforementioned formula. Pancreatic cancer patients in the TCGA_PAAD dataset were stratified into a high-risk (*n* = 100) or a low-risk subgroup (*n* = 76) based on the optimal cut-off value (0.5) of the risk score (Supplementary Figure 2I). Figure 5D demonstrated the occurrences of death and expression of the five crucial genes in the high- and low-risk populations. Survival analyses inferred that pancreatic cancer patients in the high-risk subgroup had a significantly shorter survival time than those in the low-risk one (Figure 5E, *P* < 0.0001). As shown in Figure 5F, the AUC of the time-dependent ROC curves reached 0.7 at 3 year and 0.72 at 5 years, suggesting a favorable predictive value of the risk score. To validate the indicative value of the risk score in other datasets, we calculated the risk score in the GSE62452 (*n* = 65) and ICGC_AU (*n* = 80) datasets using the same risk formula and cutoff point obtained from the TCGA_PAAD data set. 57% of pancreatic cancer patients in the GSE62452 cohort (*n* = 37) and in the ICGC_AU cohort (*n* = 46) were categorized into high-risk subgroup while the rest patients were into low-risk subgroup. Consistent with the result from the TCGA_PAAD data set, patients in the high-risk subgroup of the GSE62452 and ICGC_AU cohorts exhibited a significantly shorter OS than those in the corresponding low-risk subgroup (Figures 5G,I). The AUC for OS was calculated to be 0.87 at 3 years and 0.85 at 5 years in the GSE62452 cohort (Figure 5H), and was 0.65 at 3 years and 0.75 at 5 years in the ICGC_AU cohort (Figure 5J).

**FIGURE 5:**
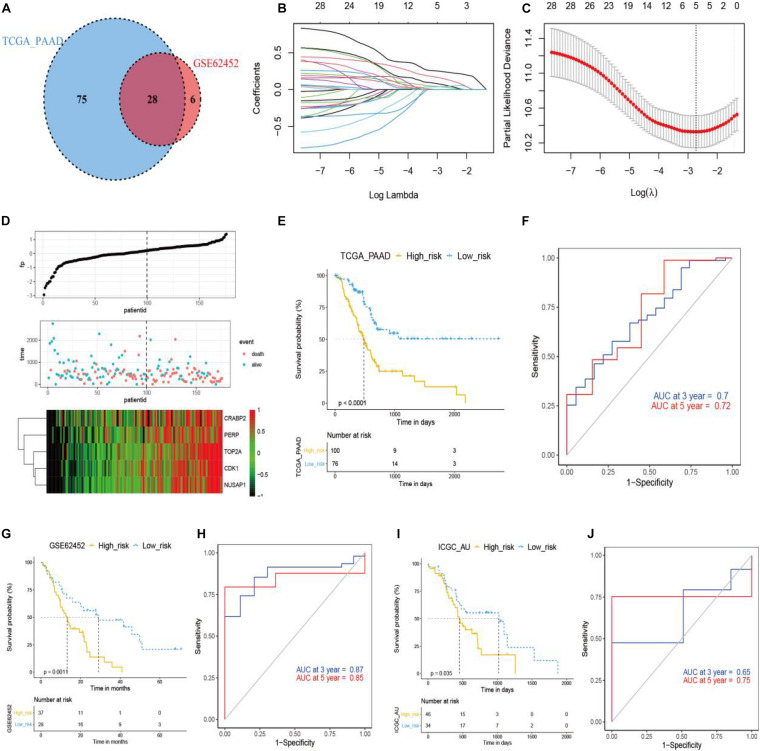
Development and validation of anlotinib-related prognostic model in pancreatic cancer. **(A)** The venn plot of anlotinib-induced DEGs with prognostic relevance in TCGA_PAAD and GSE62452 data sets. **(B,C)** LASSO Cox regression analysis of anlotinib-induced DEGs in TCGA_PAAD data set, with the tuning parameter (λ) calculated based on partial likelihood deviance with tenfold cross-validation. An optimal log λ value was shown by the vertical black line in the plot. **(D)** The distribution of risk scores, survival status and expression of five crucial genes in patients of the TCGA_PAAD data set. **(E,F)** Kaplan–Meier plots **(E)** and time-dependent ROC analysis **(F)** of the risk score regarding OS and survival status in the TCGA_PAAD cohort. **(G,H)** Kaplan–Meier plots **(G)** and time-dependent ROC analysis **(H)** of the risk score regarding OS and survival status in the GSE62452 cohort. **(I,J)** Kaplan–Meier plots **(I)** and time-dependent ROC analysis **(J)** of the risk score regarding OS and survival status in the ICGC_AU cohort.

To evaluate whether the risk score could serve as an independent prognostic factor, we first conducted univariate Cox analysis, which revealed that risk score, N stage, and T stage had significant prognostic relevance (Figure 6A). These three factors were then underwent multivariate Cox analysis, which demonstrated that the risk score (HR = 2.318, 95% CI = 1.4569–3.688, *p* = 0.000388) and N stage (HR = 1.831, 95% CI = 1.0647–3.148, *p* = 0.028755) were independent prognostic factors (Figure 6B).

**FIGURE 6:**
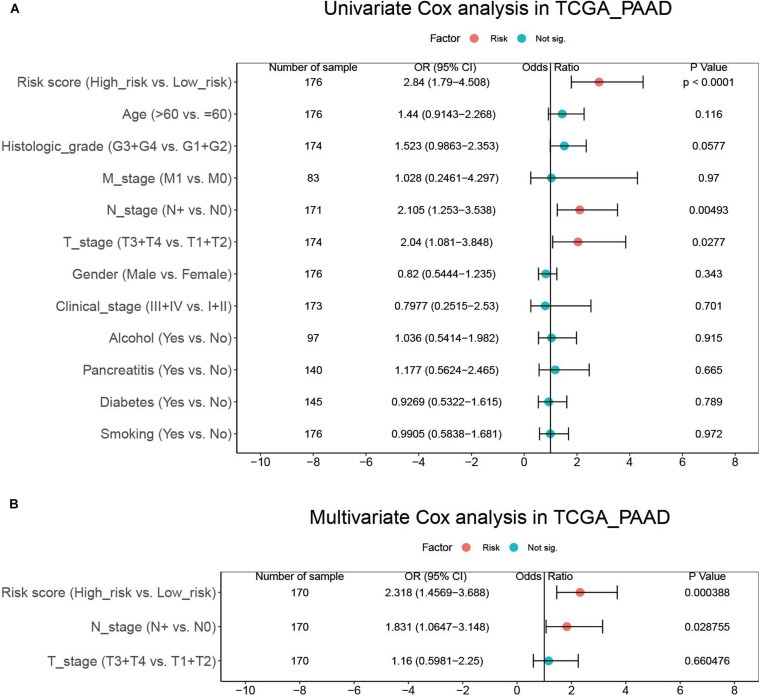
Results of the univariate **(A)** and multivariate **(B)** Cox regression analyses regarding OS in the TCGA_PAAD cohort.

In addition, we analyzed the difference in the pathways between the high- and low-risk subgroups by conducting GSEA. A total of 33 pathways were significantly enriched in the high-risk subgroup (Supplementary Table 4). These pathways included DNA damage response pathways like nucleotide excision repair, mismatch repair, homologous recombination and base excision repair; cell cycle related pathways like cell cycle, p53 signaling pathway, DNA replication and oocyte meiosis; RNA metabolism related pathways like spliceosome, RNA degradation, aminoacyl tRNA biosynthesis; and cancers like pancreatic cancer, small cell lung cancer (Figures 7A–J and Supplementary Table 4).

**FIGURE 7:**
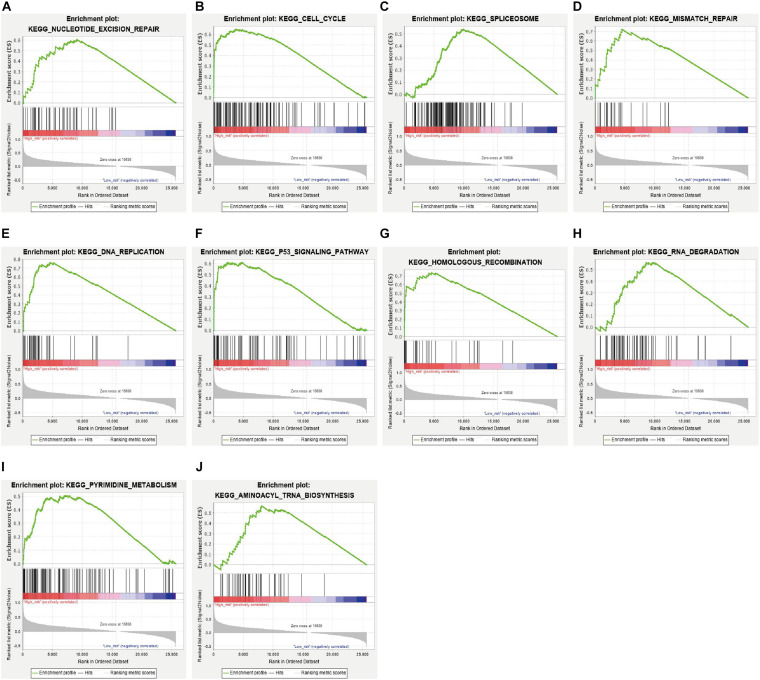
GSEA between PAAD patients with high risk score and those with low risk score **(A–J)**.

## Discussion

Angiogenesis contributes to tumor growth and disease progression, and targeting this process has been proved effective in cancer treatment (Zhao and Adjei, 2015). Anlotinib, a novel TKI inhibiting multiple pro-angiogenetic signaling pathways, shows therapeutic effects against several types of cancer with good tolerance (Chi et al., 2018; Lin et al., 2018; Sun et al., 2018; Xie et al., 2018; Zhou A. P. et al., 2019). Hence, the agent might be a potential candidate for advanced pancreatic cancer, a disease with few breakthroughs in therapy and with extremely low 5-year survival rate (Kleeff et al., 2016).

Anlotinib inhibits proliferation and induces apoptosis of pancreatic cancer cells, as shown in this work and in a recent study by Yang L. et al. (2020). In addition, our work also revealed that anlotinib impairs the migration and invasion capability of pancreatic cancer cells (Figures 1E–H). Some other studies reported that anlotinib suppresses progression of osteosarcoma, hepatocellular carcinoma, synovial sarcoma, intrahepatic cholangiocarcinoma, colorectal cancer, et al. (He et al., 2018; Tang et al., 2019; Wang et al., 2019; Song et al., 2020; Yang Q. et al., 2020). Taken together, these data suggested a broad cytotoxicity of anlotinib on multiple types of tumor.

To shed light on the mechanism of anlotinib in pancreatic cancer, we first conducted transcriptomics analysis, which revealed that ER stress related pathways (such as *unfold protein response* and *NRF2-mediated oxidative stress response*), cell cycle related pathways (such as *Cell cycle: G2/M DNA damage checkpoint regulation* and *cell cycle control of chromosomal replication*) and DNA damage related pathways were significantly enriched terms (Figure 2B). Anlotinib caused DNA damage, as supported by an increased level of γH2AX and up-regulation of DNA damage induced genes like ATM and GADD45A. Several genes play extremely essential roles in repairing DNA damage and save cells from apoptosis. For instance, ATM initiates DNA damage repair (DDR) by phosphorylating a variety of targets such as BRCA1 DNA repair associated (BRCA1), which functions in the repair of DSBs by homologous recombination (Goldstein and Kastan, 2015; Zhao et al., 2017). ATM also activates p53, which plays a prominent role in DNA repair (Goldstein and Kastan, 2015; Williams and Schumacher, 2016). 

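Targets of p53, the transcription factor that responds to DNA damage, were called in both directions. Of 33 measured genes 4 rose, among them AEN, a nuclease of apoptosis, with a log2 fold change of 1.33 (SE 0.05), and TNFRSF10A, a death receptor for TRAIL, with 1.12 (SE 0.06), next to GADD45A and SFN. BBC3, which encodes the pro-apoptotic PUMA, was down-regulated (−1.08, SE 0.08, adjusted p = 3.34e-05 from limma), with −0.76 at another probe set. The counts were the same when adjusted over the list alone, and 2 of the 5 called genes are also in the study's own lists from these samples, so they are not independent evidence. Called genes were over-represented (adjusted p = 0.047, one-sided Fisher's exact test), but not without anlotinib 3 (adjusted p = 0.0511) or without DMSO 1 (adjusted p = 0.0553), in a range of 0.0020 to 0.259 over all alternatives. The list was not shifted with camera (adjusted p = 0.798), with a median log2 fold change of −0.03 and a mean of 0.07. From the up-regulation of ATM and GADD45A and the raised level of γH2AX, the paper concludes that anlotinib caused DNA damage.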

The canonical pathway analysis of DEGs in this work demonstrated that both *p53 signaling* and *role of BRCA1 in DNA damage response* are significantly affected pathways by the drug (Figure 2B). In addition, DNA damage arrests cell cycle progression so as to spare time for damaged cells to repair (Sancar et al., 2004). This phenomenon is observed in this work, as cell cycle assay showed that the ratio of pancreatic cancer cells in G2/M phase was dramatically elevated after anlotinib treatment (Figures 2D–G). Transcriptomics analysis has been applied to explore the mechanism of anlotinib in several tumors like intrahepatic cholangiocarcinoma, pancreatic cancer, colon cancer, and synovial sarcoma (Tang et al., 2019; Song et al., 2020; Sun et al., 2020; Yang L. et al., 2020). Yang L. et al. (2020) reported that DEGs in pancreatic cancer cells with anlotinib treatment are associated with apoptosis and ER stress, and demonstrated that anlotinib induces apoptosis of pancreatic cancer cells through the activation of ER stress via PERK/p-eIF2α/ATF4 pathway, supporting the findings in this work. KEGG enrichment analysis based on anlotinib induced DEGs in intrahepatic cholangiocarcinoma revealed that cell cycle is the most significantly enriched pathway (Song et al., 2020). Canonical pathway analysis of DEGs in synovial sarcoma with anlotinib treatment showed that *mitotic roles of Polo-Like kinas* is the most significantly activated terms (Tang et al., 2019). Taken together, transcriptomics analysis and corresponding validating experiments in this work and in other studies revealed that anlotinib has a profound impact on cell cycle progression, causing cell cycle arrest and proliferation inhibition.

Transcriptomics profiling only provides partial information about the regulatory mechanism of anlotinib. Proteomics profiling in this work revealed that most of the differentially expressed proteins are not regulated by anlotinib at the transcriptional level (Figure 3B). GO and KEGG analysis of these differentially expressed proteins showed that they are significantly enriched in ribosome and lysosome, with all ribosome-related proteins down-regulated whereas most of the lysosome-related proteins up-regulated by anlotinib (Figures 3C–F). Ribosome is required for protein synthesis and participates in protein folding (Orelle et al., 2015; Kaiser and Liu, 2018). Hyperactive ribosome biogenesis occurs in cancer and is essential to support tumor proliferation and growth (Pelletier et al., 2018; Penzo et al., 2019). Some recent studies indicated that aberrant regulation of ribosomes drives tumorigenesis and is required for the epithelial-mesenchymal transition (EMT) of cancer cells during tumor invasion (Pelletier et al., 2018; Prakash et al., 2019). CX-5461, the first-in-class selective ribosome DNA (rDNA) transcription inhibitor, exerts anti-tumor effect on advanced hematologic cancer patients (Khot et al., 2019). Thus, the destruction of ribosome-related proteins by anlotinib reflects an impairment of ribosome biogenesis in pancreatic cancer cells and might account for the inhibition of the proliferative and invasive phenotype of these cells. The activated lysosome in pancreatic cancer cells with anlotinib treatment might contribute to the destruction of ribosome-related proteins, which undergo post-transcriptional regulation as suggested by integrated analyses of transcriptomic and proteomic profiling in this study (Figure 3F and Supplementary Figure 2B). Sun et al. (2020) reported that anlotinib induces lysosomal biogenesis and activates lysosomal function in colon cancer cells, suggesting the positive impact of anlotinib on lysosome biogenesis might be shared in other types of tumor.

As a TKI, anlotinib inhibits phosphorylation of some downstream mediators like Akt (He et al., 2018; Xie et al., 2018; Zhou A. P. et al., 2019). However, a comprehensive understanding of the impact of anlotinib on the phosphorylation of proteins in cancer cells is still lacking. In pancreatic cancer cells, only a small fraction of the differentially phosphorylated proteins (177/1593) is also affected at the protein level by anlotinib (Figure 4B), suggesting different mechanisms other than ribosome and lysosome might be activated by anlotinib at the phosphorylation level. KEGG analysis of the aforementioned 177 proteins revealed that they are enriched in ribosome (Figure 4D), suggesting ribosome-related proteins are not only down-regulated at the protein level, but are differentially phosphorylated. Modifications in the intrinsic components of ribosome, such as phosphorylation and ubiquitylation, are gradually recognized as important mechanisms for translational control, and are intimately linked to human disease (Simsek and Barna, 2017). However, our understanding about the impact of these modifications in ribosome-related proteins is limited, thus how anlotinib regulates mRNA translation through phosphorylation of these ribosome-related proteins requires further investigation. Anlotinib can inhibit the phosphorylation of Akt and mTOR in several types of cancer like hepatocellular carcinoma, colon cancer and intrahepatic cholangiocarcinoma (He et al., 2018; Song et al., 2020; Sun et al., 2020; Yang Q. et al., 2020), supporting the phosphoproteomics analysis in this work (Figure 4F). Cell cycle and DNA replication is predicted to be inhibited by anlotinib via regulation on the phosphorylation of cell cycle related proteins. For instance, hyperphosphorylated Cdc25C is essential and required in inducing G2/M phase transition by dephosphorylating Cdc2/cyclin B-Cdk1 (Wang et al., 2007; Xia et al., 2019). However, Cdc25C is significantly down-phosphorylated whereas Cdk1 up-phosphorylated by anlotinib (Figure 4F and Supplementary Figure 2J). Interestingly, domain enrichment analysis of these 1593 differentially phosphorylated proteins suggested that the mostly affected terms include RNA-binding domain superfamily and RNA recognition motif domain, and the most significantly enriched term of these differentially phosphorylated proteins is RNA transport. In addition, other RNA processing related pathways, like spliceosome, mRNA surveillance pathway, and RNA degradation were also significantly enriched terms (Figure 4F). These data suggested that a disruption in RNA processing might occur in pancreatic cancer cells after anlotinib treatment.

Based on the transcriptomics profiling of anlotinib in this work and available pancreatic cancer related data deposited in TCGA, GEO, and ICGC databases, we further constructed a prognostic model which consists of five crucial genes, namely TOP2A, CRABP2, CDK1, NUSAP1, and PERP. All these five genes were significantly up-regulated in pancreatic cancer (Supplementary Figures 2C–H). TOP2A and CDK1 are cell cycle-related genes and they facilitate proliferation and invasion of pancreatic cancer (Feng et al., 2015; Pei et al., 2018; Piao et al., 2019). The role of CRABP2 and NUSAP1 in pancreatic cancer is currently unclear, but CRABP2 and NUSAP1 favors proliferation and invasion of several types of tumor, such as prostate, lung, gastric and colorectal cancer (Gordon et al., 2017; Han G. et al., 2018; Wu et al., 2019; Ge et al., 2020; Xu et al., 2020). Interestingly, a recent study showed that knocking down the expression of PERP in pancreatic cancer cells promotes proliferation and invasion of the cells, suggesting a tumor-suppressive function of PERP in pancreatic cancer (Wang et al., 2020). Indeed, PERP has a well-known pro-apoptotic function by dependently or independently of p53 signal pathways, and loss of the gene is linked to tumorigenesis (Attardi et al., 2000; Beaudry et al., 2010; McDonnell et al., 2019; Awais et al., 2016). Pancreatic cancer has a significantly elevated expression of PERP, and PERP serves as a risk factor based on univariate Cox analysis (Supplementary Table 2), suggesting an oncogenic role of PERP in pancreatic cancer. A possible explanation to this contradiction is that the increased transcriptional level of PERP might be a feedback to a decreased protein level of PERP or to an inhibition of the downstream effector of PERP in this cancer, but future studies are required to solve this problem. The prognostic gene signature constructed in this work has a good predictability in the training and validating datasets (Figures 5F,G,H). Further, the high-risk subgroup, stratified by the gene signature, has a significant enrichment in several signaling pathways that are regulated by anlotinib, such as cell cycle, spliceosome, DNA replication, RNA degradation, DNA damage repair and p53 signaling pathway (Figures 2B, 4F, 7A–J), suggesting the subgroup might have a good response to the drug.

Besides, this work has several limitations that should be pointed out. Firstly, this work aimed to provide a general view of the impact of anlotinib on the transcriptional, protein and phosphorylation regulation in pancreatic cancer, and specific signaling pathways were not analyzed in details. Second, the validity of the gene signature in predicting response to anlotinib should be tested by well-designed prospective clinical trials. Thirdly, a predictive model based on IHC staining on tissue slides is more convenient; however, most differentially expressed proteins in pancreatic cancer cells after anlotinib treatment had no change on the transcriptional level, thus a novel model, based on IHC staining of ribosme-related proteins, might be more applicable for clinical practice.

## Conclusion

In conclusion, anlotinib exerts cytotoxic effects on pancreatic cancer through different mechanisms at the transcriptional, protein and phosphorylation level. Based on the transcriptomics profiling analysis of anlotinib in pancreatic cancer and RNA-seq data in public datasets, a novel gene signature is developed to predict the prognosis of pancreatic cancer patients and to help selecting patients who might be responsive to anlotinib.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

XZ and YL performed the *in vitro* experiments and collection of data. XZ, YL, and ZS carried out the analysis of data. ZS, ZZ, and HO conducted the bioinformatics analysis. JL, JT, and JZ gave useful discussion and advice. ZS drafted the manuscript. All authors revised the manuscript before the final version was approved to be published.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.ebi.ac.uk/interpro/

# Supplementary material for: Multi-Omics Analysis of Anlotinib in Pancreatic Cancer and Development of an Anlotinib-Related Prognostic Signature
**Source:** Front Cell Dev Biol. 2021 Mar 4;9:649265. doi: 10.3389/fcell.2021.649265

Supplementary Figure legends

Supplementary Figure 1. (A-B) Determination of IC50 values of anlotinib in PANC-1 (A) and AsPC-1 (B) cells. (C) The distribution of the strength of signals shown by relative signal box plot. (D) The intra-class and inter-class degree of variance as reflected by principal component analysis. (E) The correlation of the strength of signals between samples as shown by correlation analysis. (F-G) RT-PCR of 15 randomly selected down-regulated genes (F) and 15 up-regulated genes (G) induced by anlotinib. (H) RT-PCR of CDC25C, CKS1B, PRKDC, PLK1, CDK1, TOP2A, ATM, SFN and GADD45A.

Supplementary Figure 2. (A) Western blot of phosphorylated H2AX (γH2AX) in PANC-1 and AsPC-1 cells treated with anlotinib or DMSO. (B) Differentially expressed ribosome-related genes at transcriptional level in PANC-1 cells induced by anlotinib. (C) Expression of 5 crucial genes in pancreatic tumor tissues when compared with normal samples in GSE62165. (D-H) Expression of 5 crucial genes in pancreatic tumor tissues when compared with normal samples based on the GEPIA2 database. (I) Determination of the best cutoff value of the risk score. (J) CDC25C is down-phosphorylated and CDK1 up-phosphorylated by anlotinib in pancreatic cancer cells.

Supplementary Figure 1

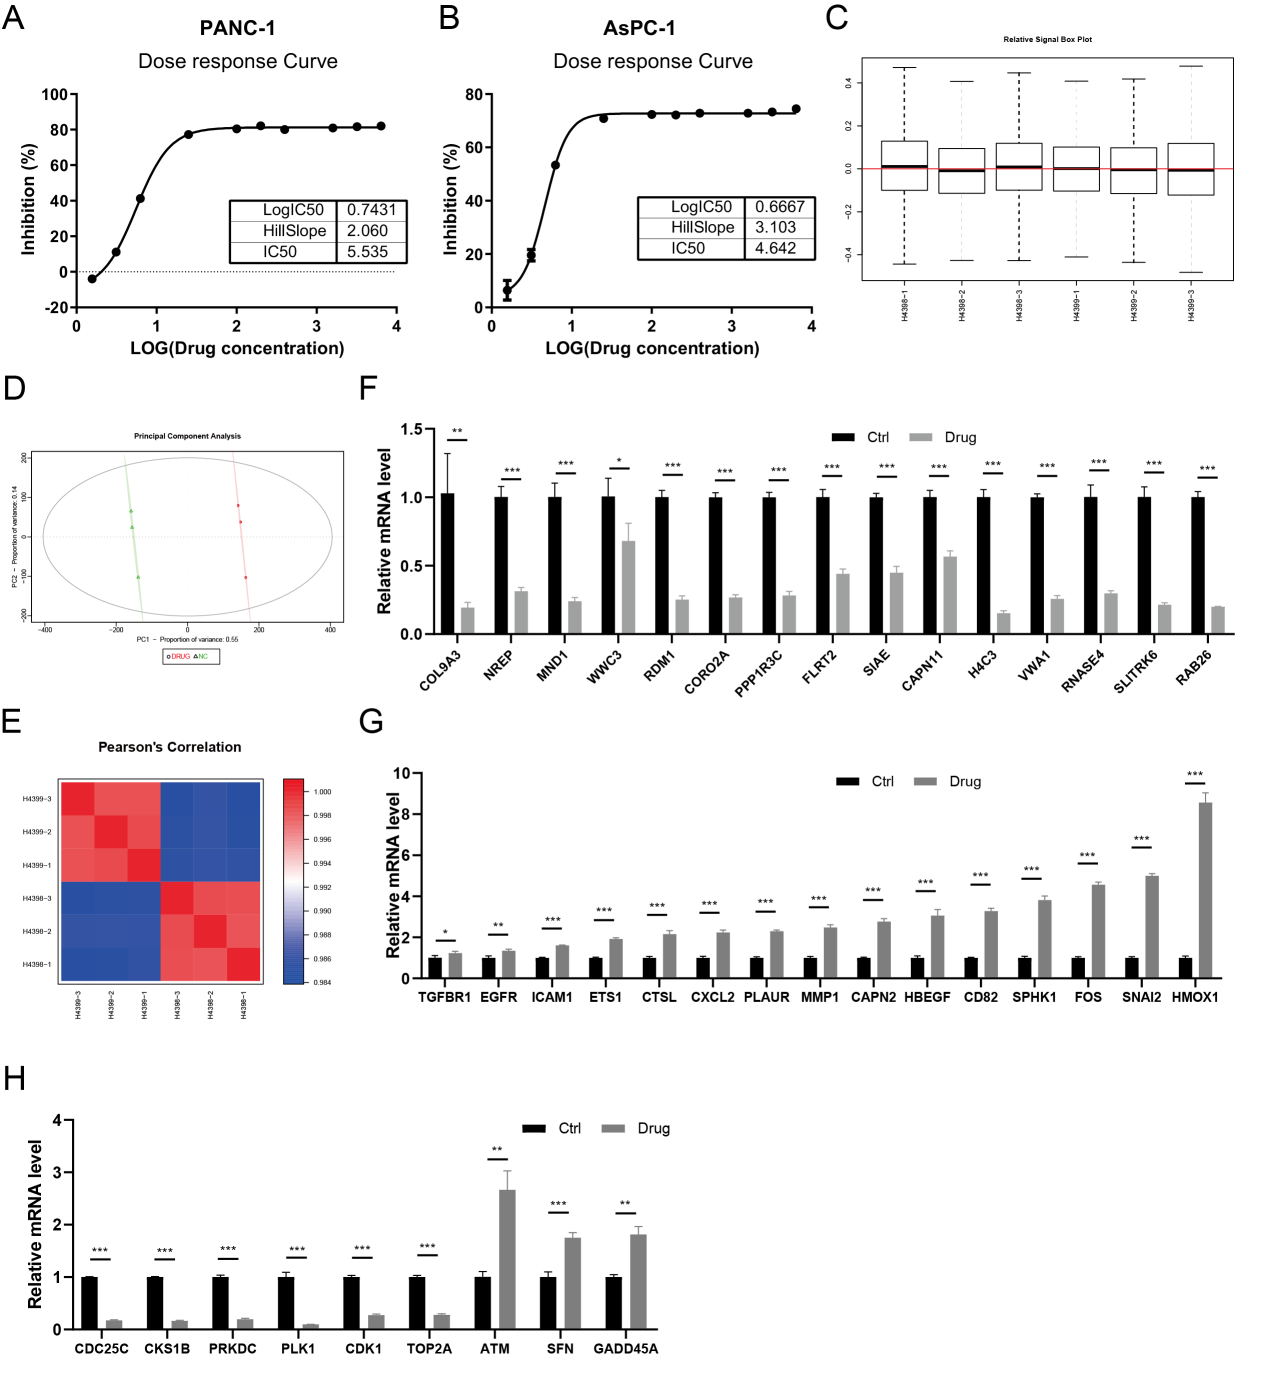

Supplementary Figure 2

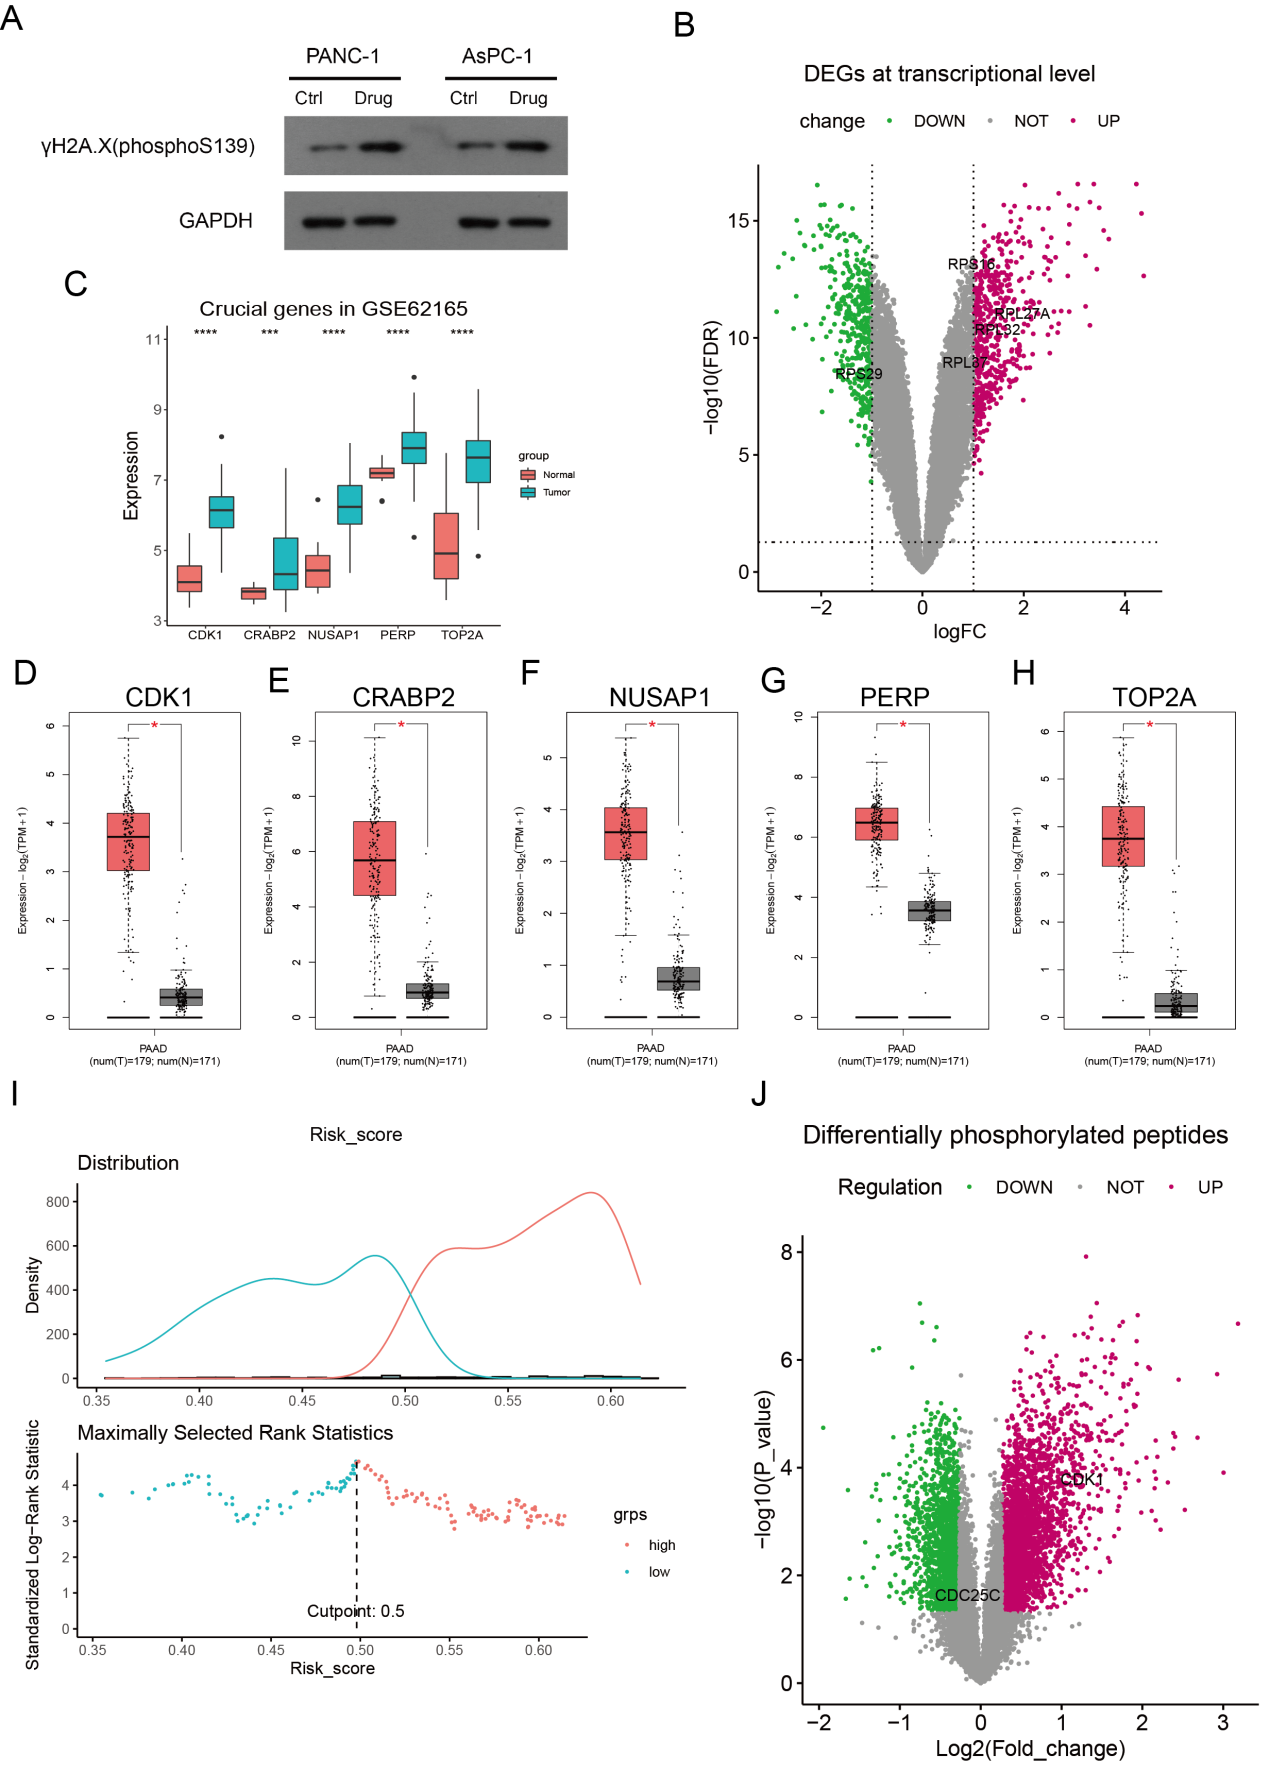

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

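Affymetrix PrimeView arrays of PANC-1 cells were re-analysed, 3 treated with anlotinib at 5.535 μM and 3 with DMSO for 48 h, grouped as the sample labels give them. The values used are the authors' processed table of 39219 probe sets, in which the log2 values were made by the authors with RMA, by background adjustment, normalization between arrays and summary per probe set, before the table was deposited. They are absolute log2 signals that were filtered in R and not centred. The scanner files were not used here. Probe sets were joined to genes through the annotation of the array and the entrez identifier, which matched the gene table for 35843 of the 35858 tested probe sets annotated to 1 gene. The paper's filter on the lowest 20% of signals is already in the table and was not repeated. The paper's limit of 25% on the CV within a group was applied on the linear scale to each group, and control probe sets were left out, which kept 39063 probe sets. The linear scale was chosen here, since the paper does not give one: its count after filtering equals the whole table, from which this step removes 83 probe sets on the linear scale and 0 on the log2 scale, so that the scale the paper used is unclear.

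Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, a moderated test that shares the variance across probe sets, with 2.98 prior degrees of freedom) and adjusted by Benjamini and Hochberg over all tested probe sets. Probe sets with a fold change of at least 2 and an FDR under 0.05 were called. Probe sets annotated to several genes or to none were fitted and entered no gene count, which left out 65 and 62 called probe sets. With 3 arrays per group an exact two-sided permutation test of a single value cannot go below p = 0.1. Arrays give no counts, so precision rests on the number of arrays.

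Gene lists were fixed before the data were examined. They cover the unfolded protein response, the integrated stress response, NRF2, cholesterol biosynthesis, SREBP, G2/M and mitosis, DNA replication, histones, homologous recombination with the BRCA pathway, p53 targets, ribosomal proteins, ribosome biogenesis, lysosome, autophagy, ERK, receptor tyrosine kinases, NF-κB, epithelial-mesenchymal transition with TGF-β, interferon, hypoxia with glycolysis, apoptosis and splicing, and markers of endothelial cells, leukocytes, fibroblasts with stellate cells, and acinar with endocrine cells. These 26 lists were tested for over-representation of called genes against the 15253 tested genes with a one-sided Fisher's exact test, and for a shift with camera at a preset correlation between genes of 0.01, each adjusted over the 26 lists. Both tests take each gene at its brightest probe set, as do the counts of list members unless stated. At any probe set more members were called in some lists. Examples are 8 higher in the lysosome list, 5 higher in the ERK list, and 3 higher and 4 lower in the splicing list. Over-representation was called for 6 lists and a shift for 11, of which 8 were up and 3 down; with an estimated correlation 0 shifts were called, and with fry, which tests each list without comparing it with other genes, 23. Lists that the study itself drew from these samples were only counted. The pathway lists of the IPA software used in the paper were not used here.

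The genes named in the text were taken from the 10 called genes with the largest increase and the 10 with the largest decrease among those whose arrays do not overlap, the genes the paper names for their mRNA in these cells, up to 4 called members of each list, or up to 2 where none was called, and further probe sets of these genes where they disagree. Some genes of the paper's lists enter only the counts. The paper's tables and figures had been seen when this rule was written. Any other gene named was chosen after its values were seen.

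The alternatives tried were no CV filter, a CV on the log2 scale, a stricter filter on the lowest 40% of signals, a second quantile normalization, centring of each array, a limit of 1.5-fold, limma's treat, eBayes with trend and robust settings, the replicate number as a block (924 genes called, as without it), cross-hybridizing probe sets left out, the median of a gene's probe sets, the probe set with the smallest p, each array left out in turn, camera with an estimated correlation, and fry. After the data had been seen, the filter on the lowest 20% was applied once more, eBayes was run with trend alone, and annotations to several genes were counted as 1 gene each.

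The procedure was tested on simulated data with independent normal noise, drawn with the residual SD of each probe set, to which shifted probe sets were added. At a log2 fold change of 1.25, 46 of 50 shifted probe sets were recovered, at each of 1.5, 2 and 3 all 50 were, and 0 unchanged probe sets were called. Lists without a change had p under 0.05 with camera in 2.31% of the simulated tests. The simulated genes were not correlated, while in the real arrays the estimated correlation was 0.126 within the mitotic list. This share therefore does not show how often camera calls unchanged lists in the real arrays. The other splits of the 6 arrays into 3 and 3, in which 0 genes were called with limma, shifted 5 to 11 of the 26 lists each with camera. Every one of these splits mixes anlotinib and DMSO arrays in both groups. Such mixing shrinks the fold changes, widens the spread within groups and leaves part of the treatment difference. These counts therefore do not show how many genes or lists are called without a treatment effect. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.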

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

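The paper does not discuss the mRNA of these gene groups, nor the probe sets as such, although it names some of the genes, among them H4C3, CTSL, ETS1, FOS and TGFBR1, and reports proteins of lysosomes and of ribosome biogenesis. The tests of RNA degradation, of carry-over of RNA without a poly(A) tail, of cells in S phase and of signals near the bottom of the table were chosen only after the result was seen.

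Of 38 measured histone genes, 17 were higher with anlotinib and 2 lower, with the same counts when adjusted over the list alone (adjusted p = 9.98e-16 for over-representation with a one-sided Fisher's exact test, adjusted p = 1.05e-07 for the upward shift with camera, and adjusted p = 0.154 with an estimated correlation). The lower ones were H4C3 and, chosen after its values were seen, H2AC20 (−1.48, a lower bound in size at a signal of 5.24 with anlotinib), and the median log2 fold change of the higher ones was 2.85. Of 80 probe sets whose annotation includes a small nucleolar RNA, 21 were higher with anlotinib and 0 lower with limma, the largest by 2.47 (EIF4A2 with SNORA63). Control probe sets for the 5′ and the middle part of 28S rRNA were higher by 3.01 and 2.03, from signals of 10.35 and 9.75, while that for its 3′ part, at a signal of 5.56, differed by 0.077; which rRNA these controls read was taken from the manufacturer's naming as background knowledge and is not in the annotation used here.

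Histone mRNAs mostly lack a poly(A) tail, and the labeling starts from such tails, so technical explanations were weighed first. Degraded RNA stays open: it would raise the 3′ over the 5′ signal of GAPDH and ACTB, and the larger of these differences was 0.052. The controls lie at 13.85 to 14.47, near the highest signal of 15.16, where differences may be compressed, which was not measured. The paper measured RNA integrity with a Bioanalyzer, and its text gives no values. Carry-over of all RNA without a poly(A) tail stays open as well: it would raise 18S rRNA by 1.43 or more, and its largest rise was 0.341 (from 12.95 to 13.29). A rise may be compressed at such signals too, which was not measured. The 5′ part of 28S rRNA did rise, by 3.01 to a similar signal of 13.36. More cells in S phase would go with higher replication transcripts, and the median of that list was −0.22 (shifted down with adjusted p = 0.0135, and adjusted p = 0.450 with an estimated correlation). Lower mRNA of the factors that process histone 3′ ends was not seen for the 13 genes as a set (median 0.31). Of these, 9 were higher and 3 lower at an FDR under 0.05, the lowest CPSF3 at −0.51. This leaves a loss of a single factor or of protein activity open. Lower mRNA of the nuclear exosome stays open, since its 19 genes went both ways (median 0.038, with 7 higher and 7 lower at an FDR under 0.05, lowest PARN at −0.36), as does the untested hypothesis that anlotinib may raise the polyadenylated share of these RNAs.

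At a dimmer probe set and not at the brightest, 312 genes were called, through 403 probe sets, of which 269 were higher and 134 lower, and 60 had the opposite sign to the brightest probe set. The median gap in log2 signal to the brightest probe set was 1.70. If most of these calls came from signals near the bottom of the table, over 50% of the probe sets would have their dimmer group in the lowest 20% of signals, and 19.6% did, against 12.4% of the genes called at the brightest probe set, so that for this part it stays open. If they came from cross-hybridizing probe sets, such probe sets would be more frequent among them, and they made up 24.8%, against 29.8% of all probe sets annotated to 1 gene. This comparison cannot decide the question, since the 29.8% includes the brightest probe sets and the 24.8% does not. Whether the uncalled brightest probe sets cross-hybridize was not tested. Changes in single transcript forms or in unspliced RNA remain candidate explanations, and neither was tested here.

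Genes of ribosome biogenesis had a median log2 fold change of 0.30. In the lysosome list 4 genes were higher. In the autophagy list 4 genes were higher. In the list of NF-κB targets and inflammatory genes 7 were higher.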

How the results depend on the processing

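Over all settings, the 137 tested genes taken by the naming rule kept direction and call in 2588 comparisons, lost the call in 63, gained it in 43 and reversed in 7. For over-representation of lists the counts were 493, 19 and 8, and for list shifts 481, 23 and 15, with no reversal. The count of differentially expressed genes was 924. It became 3336 (1770 higher, 1587 lower) with a limit of 1.5-fold, 384 (232 and 152) with treat, which asks that a change exceed 2-fold, and 558 (327 and 231) with the median of a gene's probe sets. It was 695 with the lowest 40% of signals left out, which tests 23483 probe sets, 777 without cross-hybridizing probe sets, 930 without the CV filter, which equals the CV on the log2 scale, 923 and 920 with the other scalings, 914 to 944 without 1 array, and 974 with annotations to several genes counted as 1 gene each, chosen after seeing the data. Over-represented lists numbered 6 (4 to 7 without 1 array), 3 with the lowest 40% left out and 3 with the lowest 20% left out again, a setting chosen after seeing the data, which called 877 genes. The NRF2 list had adjusted p = 0.0462 with the limit of 1.5-fold and 0.0248 to 0.304 without 1 array, and the replication list 0.0265 with the limit of 1.5-fold. The p53 list had 0.0978 with the lowest 40% left out, 0.0502 after a second quantile normalization, 0.120 with the limit of 1.5-fold, 0.259 with treat, 0.0763 with the lowest 20% left out again and 0.0477 to 0.0553 without 1 array. Shifted lists numbered 11 (10 to 11 without 1 array), 0 with an estimated correlation and 23 with fry; treat and the limit of 1.5-fold do not enter camera. With the estimated correlation adjusted p was 0.221 for G2/M and mitosis, 0.450 for replication and 0.371 for homologous recombination, and with fry it was 0.0034 for the unfolded protein response, 9.90e-05 for NRF2 and 0.00306 for p53. Reversed were TGFBR1 (1.07 without cross-hybridizing probe sets, with the median and with the smallest p), ATM (1.27), RPL32 (1.27) and RPS29 (−1.03) with the probe set of the smallest p, and RPS29 (−1.03) also without cross-hybridizing probe sets; these settings read another probe set. For the other changes the cause was not tested. Other splits of the 6 arrays into 3 and 3 number 10 with the real one, too few for a share under 0.05. All the others mix the treatments in both groups, which lowers gene calls by design and leaves part of the treatment difference. Their counts therefore do not measure what arises without an effect. The real split gave 530 higher genes (highest other 0; 1 split as large, the real one), 394 lower genes (highest other 0; 1 split), 6 over-represented lists (highest other 0; 1 split) and 11 shifted lists (highest other 11; 2 splits). Signals near the lowest mean, 4.41, limit what can be seen of dim genes.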

Differences from the paper's values

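For log2 fold changes in Supplementary Table 2, the paper's values (supplement) and those of the brightest probe set here differed for these genes by more than the larger SD between the arrays of a group. WWC3 had −1.48 in the paper and −0.91 here, RDM1 −1.63 in the paper and −0.67 here, H4C3 −1.38 in the paper and −1.13 here, and VWA1 −2.02 in the paper and −1.85 here. FOS had 1.45 in the paper and 0.12 here, ETS1 2.47 in the paper and 0.80 here, EGFR 1.03 in the paper and 0.94 here, HBEGF 1.77 in the paper and 1.41 here, CAPN2 1.40 in the paper and 1.05 here, and TGFBR1 1.07 in the paper and −0.0093 here. Among the alternatives set before the data were examined, the values fall within that SD of the paper's with the probe set of the smallest p for CAPN2, ETS1, FOS, H4C3, RDM1, TGFBR1, VWA1 and WWC3, with the median of the probe sets for CAPN2, RDM1, TGFBR1 and VWA1, without cross-hybridizing probe sets for CAPN2, HBEGF and TGFBR1, without DMSO 1 and without anlotinib 2 for EGFR, and without any 1 of the anlotinib arrays for WWC3. The other alternatives leave these differences. Not called here at the brightest probe set are also ETS1, called with the median of the probe sets, FOS, called without cross-hybridizing probe sets, and CXCL2, which is within that SD at 0.99 (1.05 in the paper) and is called with that median, with the smallest p, without anlotinib 2 and without DMSO 2; the limit of 1.5-fold calls WWC3, RDM1, ETS1, EGFR and CXCL2. Of the 28 tested genes of the table, 27 had a probe set equal to the paper's value within 0.0001, which the brightest probe set gave in 15 of them, and 27 had the paper's sign at the brightest probe set. For each differing gene named above except VWA1, a dimmer probe set has the paper's value. Their differences, that of EGFR included, therefore lie in the choice of probe set and not in single arrays. The paper also tested the genes of this table by RT-PCR and reports the same regulation, which was not examined here.

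The median FDR of the genes of Supplementary Table 2 is 4.755e-12 in the paper and 3.15e-06 here, and no alternative set before the data were examined comes within the paper's value. The nearest was eBayes with trend, chosen after seeing the values, at 2.85e-12, which calls the same 924 genes and drops none of them.

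At a fold change of at least 2 and an FDR under 0.05, the paper gives 992 differentially expressed genes (text) and 924 were called here. The nearest alternative was 974 (566 higher, 408 lower), with annotations to several genes counted as 1 gene each, chosen after seeing the data, and the nearest of those set before was 944, without DMSO 2.

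The paper states that ATM was up-regulated and also cites RT-PCR, which was not examined here. The brightest probe set of ATM, marked as possibly cross-hybridizing, had −0.01, and the brightest of the others had −0.64. Of the 5 probe sets 1 was called, at 1.27, which is also the value with the probe set of the smallest p. SFN and GADD45A were up-regulated here as in the paper, and all 6 genes it names as down-regulated were.

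The paper counts RPS16, RPL27A, RPL32, RPL37 and RPS29 as changed at the mRNA level. Here RPL27A was called at its brightest probe set (2.18, at a dim signal of 5.61 in DMSO), and the others, at 0.04, −0.09, 0.09 and 0.06, were called only at dimmer ones, as also with the probe set of the smallest p (1.18, 1.27, 1.06 and −1.03). Of the 28 genes that the paper lists as down-regulated risk factors, 23 were called at the brightest probe set and 28 at any; PERP, 1 of the 5 genes of its final model, had −0.40 at the brightest and −1.31 with the probe set of the smallest p.

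The paper names the unfolded protein response as its leading pathway, from the lists of the IPA software. A textbook list had 1 called gene of 26 (adjusted p = 0.852 for over-representation), and with fry, which does not compare with other genes, adjusted p = 0.0034. Fry called 23 of the 26 lists tested, so this call is not particular to the unfolded protein response. The textbook lists take each gene at its brightest probe set, which may differ from the basis of the paper's pathways. At any probe set 2 genes of this list and 4 of NRF2 were higher. Of the replication list 5 were lower, and of the BRCA list 1 was higher and 3 lower. The paper also names replication, BRCA1 and NRF2 pathways, for which called genes were not over-represented in the textbook lists here (adjusted p = 1, 0.823 and 0.080), though NRF2 was with the limit of 1.5-fold (0.0462) and without DMSO 2 (0.0248), replication was with the limit of 1.5-fold (0.0265), and the replication and BRCA lists were shifted down with camera (not with an estimated correlation, adjusted p = 0.450 and 0.371). For G2/M and mitosis called genes were over-represented (adjusted p = 2.38e-13), but 19 of these 22 are also in the study's own lists from these samples. For p53 they were (adjusted p = 0.047), but not with the lowest 40% of signals left out (0.0978), a second quantile normalization (0.0502), the limit of 1.5-fold (0.120), treat (0.259), the lowest 20% left out again, chosen after seeing the data (0.0763), or without anlotinib 3 (0.0511) or DMSO 1 (0.0553).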

Other observations

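Some genes of the lysosome and of autophagy were higher with anlotinib. Of 62 lysosomal genes 4 rose and 0 fell at the limit of 2-fold, CTSL, the protease cathepsin L, with a log2 fold change of 1.35 (SE 0.05), GPNMB, a glycoprotein of lysosomes and melanosomes, with 1.10 (SE 0.10; a lower bound, as its DMSO signal was 5.26), MCOLN1, the calcium channel of the lysosomal membrane, with 1.09 (SE 0.04), and SLC17A5, which exports sialic acid, with 1.06 (SE 0.05); without that limit 40 were higher and 11 lower at an FDR under 0.05. LAMP1 and LAMP2, membrane proteins of lysosomes whose proteins the paper reports as up-regulated, had 0.40 (SE 0.04, adjusted p = 1.42e-04) and 0.80 (SE 0.06, adjusted p = 2.45e-05) at the mRNA level, under the limit of 2-fold; without anlotinib 1 and without anlotinib 3 another probe set of LAMP2 was the brightest and gave 0.19 and 0.17. Of 43 autophagy genes 4 rose and 0 fell: RRAGD (2.14, SE 0.07; a lower bound, as its DMSO signal was 5.65) and RRAGC (1.34, SE 0.04), GTPases that recruit mTORC1 to lysosomes, FLCN, which activates them (1.85, SE 0.06), and SQSTM1, a cargo receptor of autophagy (1.27, SE 0.05). Both lists were shifted up with camera, the lysosomal one with a median of 0.37 (adjusted p = 3.86e-06, adjusted p = 0.221 with an estimated correlation) and the autophagy one with 0.23 (adjusted p = 5.76e-05, adjusted p = 0.221 with an estimated correlation), and neither was over-represented (adjusted p = 0.474 and 0.301), though with the limit of 1.5-fold the lysosomal list was (adjusted p = 2.98e-04, in a range of 2.98e-04 to 0.882 over the alternatives) and with treat the autophagy list (adjusted p = 0.0387, in a range of 0.0387 to 0.562). With camera, another split of the 6 arrays also shifted 11 lists. That split mixes the treatments and keeps part of their difference, so it gives no rate for unchanged lists. Of 54 genes of ribosome biogenesis, 3 rose and 0 fell, NIP7 (1.23, SE 0.05) and UTP15 (1.10, SE 0.05), which take part in pre-rRNA processing, and POLR1C (1.08, SE 0.04), a subunit of RNA polymerases I and III, and without the limit of 2-fold 39 were higher and 5 lower. That list was shifted up (adjusted p = 3.92e-08, adjusted p = 0.221 with an estimated correlation) and not over-represented (adjusted p = 0.594). Dimmer probe sets gave 0.75 for MCOLN1, 0.91 for SLC17A5, 0.73 for RRAGD, 0.75 for NIP7 and 0.43 and 0.67 for UTP15, none of them called. All these counts were the same when adjusted over the list alone. Without a fold limit, 22095 of all 39063 tested probe sets passed an FDR under 0.05.

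Of 26 NF-κB targets and inflammatory genes, 7 rose, among them the chemokines CXCL8 (1.86, SE 0.05) and CCL20 (1.42, SE 0.04), LCN2, an iron-binding protein (1.54, SE 0.10; a lower bound, as its DMSO signal was 4.78), and PTX3, a soluble pattern recognition protein (1.42, SE 0.05), and TNFAIP2, chosen after its values were seen, fell (−1.04). The list was over-represented (adjusted p = 4.57e-05) and shifted up (median 0.57, adjusted p = 5.80e-06, adjusted p = 0.154 with an estimated correlation). Of 31 genes of hypoxia and glycolysis 3 rose, NDRG1 (2.48, SE 0.08), a stress-induced protein, HK2, a hexokinase (1.47, SE 0.04), and ANKRD37, a target of HIF-1 (1.12, SE 0.06), and 0 fell (adjusted p = 0.329 for over-representation, or 0.0215 with the median of the probe sets, in a range of 0.0215 to 0.465 over the alternatives, and 0.135 with camera, or 0.0028 without cross-hybridizing probe sets). Of 31 interferon response genes IFIT3 (1.49, SE 0.08) and IFIT2 (1.27, SE 0.08), antiviral effectors, rose and BST2, which tethers virions, fell (−1.53, SE 0.07; a lower bound in size, as its signal with anlotinib was 5.14), with adjusted p = 0.329 and 0.479; their median was −0.0020 and their mean 0.062. Of 34 regulators of apoptosis 3 rose and 2 fell, with BCL2A1, an anti-apoptotic BCL2 protein, at 2.88 (SE 0.07) and CASP4, an inflammatory caspase, at 1.20 (SE 0.05) next to TNFRSF10A and BBC3, and TNFRSF1A, chosen after its values were seen, at −1.01; the list was over-represented (adjusted p = 0.047), but not in 10 of 20 alternatives, such as without anlotinib 3 (adjusted p = 0.174) or without DMSO 1 (adjusted p = 0.185), in a range of 0.047 to 0.708 over the alternatives, and not shifted (adjusted p = 0.573). Of 38 receptor tyrosine kinases and their ligands HBEGF rose and NRP1, a co-receptor of VEGF, fell (−1.01, SE 0.07; −0.94 without anlotinib 1 and −0.997 without DMSO 1, not called), with adjusted p = 0.656 and 0.879. Of 51 splicing factors 0 were called with limma at the brightest probe set, where 26 were higher and 13 lower at an unadjusted p under the threshold, and PRPF4 of the U4/U6 particle had 0.89 (SE 0.04) and the helicase DHX15 0.46 (SE 0.04). That list was shifted up (median 0.12, adjusted p = 0.0481, adjusted p = 0.663 with an estimated correlation), but not in 13 of 20 alternatives, such as with the replicate number as a block (0.0589) or without anlotinib 1 (0.0678), anlotinib 3 (0.0787), DMSO 1 (0.0749) or DMSO 3 (0.0750), in a range of 0.0020 to 0.663 over the alternatives, and not over-represented (adjusted p = 1). Dimmer probe sets gave 0.66 for HK2, 0.997 and 0.94 for CASP4 and −0.11 to −0.70 for NRP1, none of them called. All these counts too were the same when adjusted over the list alone.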
